# Hepatocyte ALOXE3 is induced during adaptive fasting and enhances insulin sensitivity by activating hepatic PPAR**γ**

**DOI:** 10.1172/jci.insight.120794

**Published:** 2018-08-23

**Authors:** Cassandra B. Higgins, Yiming Zhang, Allyson L. Mayer, Hideji Fujiwara, Alicyn I. Stothard, Mark J. Graham, Benjamin M. Swarts, Brian J. DeBosch

**Keywords:** Hepatology, Metabolism, Diabetes, Insulin signaling, Signal transduction

## Abstract

The hepatic glucose fasting response is gaining traction as a therapeutic pathway to enhance hepatic and whole-host metabolism. However, the mechanisms underlying these metabolic effects remain unclear. Here, we demonstrate the epidermal-type lipoxygenase, eLOX3 (encoded by its gene, *Aloxe3*), is a potentially novel effector of the therapeutic fasting response. We show that *Aloxe3* is activated during fasting, glucose withdrawal, or trehalose/trehalose analogue treatment. Hepatocyte-specific *Aloxe3* expression reduced weight gain and hepatic steatosis in diet-induced and genetically obese (*db/db*) mouse models. *Aloxe3* expression, moreover, enhanced basal thermogenesis and abrogated insulin resistance in *db/db* diabetic mice. Targeted metabolomics demonstrated accumulation of the PPAR*γ* ligand 12-KETE in hepatocytes overexpressing *Aloxe3*. Strikingly, PPAR*γ* inhibition reversed hepatic *Aloxe3*–mediated insulin sensitization, suppression of hepatocellular ATP production and oxygen consumption, and gene induction of PPAR*γ* coactivator-1*α* (PGC1*α*) expression. Moreover, hepatocyte-specific PPAR*γ* deletion reversed the therapeutic effect of hepatic *Aloxe3* expression on diet-induced insulin intolerance. *Aloxe3* is, therefore, a potentially novel effector of the hepatocellular fasting response that leverages both PPAR*γ*-mediated and pleiotropic effects to augment hepatic and whole-host metabolism, and it is, thus, a promising target to ameliorate metabolic disease.

## Abstract 2

The lipoxygenase ALOXE3 is an effector of the hepatic fasting response that improves insulin sensitivity by activating hepatic PPARγ.

## Introduction

Leveraging the generalized fasting and caloric restriction responses to mitigate metabolic disease is under intense investigation as a novel therapeutic approach against obesity, diabetes mellitus, and nonalcoholic fatty liver disease (NAFLD) (1, 2). The hepatocyte is uniquely positioned at the nexus of the portal circulation — where dietary macronutrients are sensed and triaged to their metabolic fate — and the peripheral circulation, from which macronutrients are taken up and utilized or stored. Its unique anatomic positioning also defines the hepatocyte’s role in coordinating the transition from fed to fasting states. Specifically, the hepatocyte senses fat, protein, and carbohydrate content and rapidly alters its metabolism and its endocrine functions to coordinate peripheral responses. However, the therapeutic promise of caloric restriction and generalized macronutrient fasting remains limited by its clinical impracticality and unsustainability. Our laboratory and others (1, 9, 11) have therefore examined specific pathways through which fasting and fasting-like mechanisms can be molecularly or pharmacologically leveraged to the benefit of the host.

Upon physiological macronutrient withdrawal, the canonical hepatic response is to shift to mobilize glycogen and oxidize fat from stores to produce glucose and ketone body fuel for the brain and heart. This begins with activation of proximal macronutrient sensing kinases, AMPK, and mTOR. These kinases act as primary regulators of macroautophagy as well as transcriptional fasting programming by hepatic transcription factors, including transcription factor EB (3); PPARγ coactivator-1α (PGC1α) (4); and transcriptional modifiers such as the sirtuin family of protein deacetylases (5). FGF21 is released from the liver of fasting rodents and humans to promote adipose “browning” (mitochondrial uncoupling to promote heat generation; ref. 6). The net effect of this signaling initiation is a networked cascade through which the liver provides energy substrate to the periphery during fasting and promotes peripheral insulin sensitivity for efficient absorption of the next meal.

We recently demonstrated that blocking hepatic glucose transporters genetically or pharmacologically closely recapitulates the therapeutic metabolic effects of generalized macronutrient fasting (7–11). Pharmacologic glucose transport blockade using the disaccharide glucose transporter inhibitor trehalose blocked mTOR and activated AMPK-dependent autophagic flux (9, 12). Moreover, trehalose blocked diet- and genetically induced steatosis via ATG16L1- and AMPK-dependent mechanisms, and it enhanced peripheral thermogenesis via hepatocyte TFEB- and FGF21-dependent mechanisms (11). Consistent with data from pharmacological glucose transporter (GLUT) blockade, genetic deletion of the hepatocyte GLUT8 similarly increased basal and fasting heat generation (10), enhanced hepatocyte fat oxidation, and inhibited hepatic de novo lipogenesis and triacylglycerol generation in mice fed a high-fructose diet (7, 8). Notably, in those experiments, GLUT8 blockade was associated with enhanced insulin tolerance, enhanced hepatic PPARγ expression, and concomitant activation of the PPARγ target UCP2 (8). Conversely, GLUT8 was upregulated in the livers of genetically diabetic mice (13). Together, prior data suggest that pharmacologic and genetic activation of hepatic glucose fasting–like responses are sufficient to mitigate metabolic disease. However, the mechanisms underlying this protection remain enigmatic.

Recent data illuminate a role for cellular lipoxygenases in the pathogenesis and protection from metabolic disease. In humans, a recent large cohort of adults with type 2 diabetes demonstrated a potentially protective role for 5-lipoxygenases ALOX5 and ALOX5AP against diabetes mellitus (14). Conversely, ALOX12/15 inhibition in rodent models inhibited oxidative stress, β cell deterioration, hepatic steatosis, and systemic inflammation (15–18). Together, these data suggest that intracellular lipid intermediary metabolism drives both tissue-level and whole-organism metabolic homeostasis. The concept that the fasting state might modulate lipoxygenase activity as part of the broadly adaptive effects of fasting on metabolism remained heretofore unexplored.

Here, we identified eLOXE3 (encoded by the *Aloxe3* gene) as a fasting-induced epidermal-type lipoxygenase that acts as a potentially novel effector of the hepatic glucose fasting response in vitro and in vivo. Targeted *Aloxe3* overexpression induced robust generation of the PPARγ ligand (19, 20) 12-KETE. In vivo, hepatic *Aloxe3* expression enhanced insulin sensitivity, attenuated weight gain, and reduced hepatic steatosis in both diet- and genetically induced steatosis models. Moreover, hepatic *Aloxe3* expression mitigated diet-induced dyslipidemia, and *db/db* mice expressing *Aloxe3* exhibited attenuated weight gain, enhanced basal caloric expenditure, and PPARγ-dependent insulin sensitivity. Strikingly, we demonstrate that hepatocyte-specific PPARγ deletion is absolutely required for the insulin-sensitizing effect of hepatic *Aloxe3* induction. Taken together, *Aloxe3* is a fasting-responsive hepatocyte effector that is sufficient to attenuate insulin resistance, weight gain, and hepatic fat deposition in dietary and genetically obese models, in part by activating hepatic PPARγ. *Aloxe3* is, thus, a novel therapeutic mechanism downstream of the fasting response, which can be leveraged against metabolic disease.

## Results

To test the hypothesis that *Aloxe3* is induced by acute fasting or pseudo-fasting conditions, we subjected WT mice to 48-hour fasting. During acute fasting, hepatic *Aloxe3* expression was increased and sustained at least through 48 hours (Figure 1A). Oral administration of the fasting-mimetic hepatic glucose transport inhibitor trehalose (3% PO, ad libitum), similarly induced *Aloxe3* expression after 24-hour and 48-hour trehalose feeding (Figure 1B). The hepatic *Aloxe3* response to fasting contrasted with fasting *Aloxe3* expression in white adipose tissue (WAT), wherein *Aloxe3* mediates fat differentiation and lipid storage. Accordingly, *Aloxe3* was significantly suppressed during both fasting and trehalose feeding in epididymal WAT (Figure 1, A and B, respectively). We then modeled *Aloxe3* expression in vitro to determine whether fasting-induced *Aloxe3* expression is cell-autonomously regulated. Isolated primary murine hepatocytes were subjected to treatment by either low serum and glucose (0.5% serum, 1 g/l glucose) or trehalose (Figure 1C). In addition, we characterized fasting-mimetic effects of a trehalose analogue that resists enzymatic degradation by trehalases (21–23), called lactotrehalose (α-D-glucopyronosyl-(1,1)-α-D-galactopyranoside; Figure 1C and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.120794DS1). In each case, *Aloxe3* expression was significantly increased, most potently by trehalose and lactotrehalose (Figure 1C and Supplemental Figure 1).

In light of evidence that *Aloxe3* is a potentially novel hepatocyte fasting-responsive factor in mice and in isolated murine hepatocytes, we evaluated whether this factor is expressed in isolated human hepatocytes and in Huh7 and HepG2 human hepatoma cell lines. Consistent with immunoblot and immunohistochemical eLOX3 protein detection in human liver tissue (24), quantitative PCR (qPCR) analysis demonstrated *ALOXE3* expression in both HepG2 and in primary human hepatocytes (Supplemental Figure 2).

To determine whether *Aloxe3* induction depended upon energy substrate deficit, we treated primary hepatocytes with trehalose in the presence or absence of pyruvate. This provided energy substrate for the cell, independently of glucose transporter blockade. Pyruvate reversed trehalose-induced *Aloxe3* induction by ~60% (*P* < 0.0001), suggesting that *Aloxe3* expression is at least partly energy substrate dependent (Figure 1D). In light of our prior data in which we demonstrated that the autophagy complex protein ATG16L1 was required for autophagic and antisteatotic effects of trehalose in hepatocytes (9, 25), we examined whether ATG16L1 is required for *Aloxe3* induction. We treated primary hepatocytes from WT littermates or from mice with homozygous hypomorphic *Atg16l1* alleles (Atg16l1^HM^) with or without trehalose (24 hours). *Aloxe3* mRNA quantification revealed robust *Aloxe3* induction in WT hepatocytes, which was not suppressed in *Atg16l1^HM^* hepatocytes (Figure 1E). Similarly, AMPK inhibition (by kinase-dead AMPK overexpression or by *Aloxe3* siRNA transfection; Figure 1F) and PPARα, PGC1α, and FGF21 knockdown each failed to reverse *Aloxe3* induction after trehalose treatment or glucose and serum withdrawal (Figures 1G and 1H). Accordingly, moderate hepatocyte-specific overexpression of the fasting-induced transcription factor SIRT1 did not induce *Aloxe3* expression (Supplemental Figure 3). In contrast, siRNA-based *Aloxe3* knockdown attenuated PPARα and PGC1α at baseline and during glucose and serum withdrawal from hepatocytes in vitro, without effects on FGF21 expression (Figure 1H). Together, our data demonstrate that *Aloxe3* is a hepatocyte lipoxygenase that is induced by glucose transporter blockade and energetic deficit via a mechanism that does not require canonical ATG16L1-dependent and AMPK-PGC1α/PPARα-FGF21 fasting mechanisms.

eLOX3 generates the PPARγ ligand 12-KETE and an epoxyalcohol from 12-HpETE in the metabolism of plasma membrane arachidonic acid (Figure 2A) (26–30). We tested whether *Aloxe3* mediates similar lipid metabolism in hepatocytes upon forced *Aloxe3* expression. We first evaluated the effect of *Aloxe3* overexpression on hepatocyte lipoxygenase activity by measuring LOX substrate oxidation in cell extracts from hepatocytes overexpressing β galactosidase (β-gal) or *Aloxe3*. Consistent with prior data demonstrating intrinsic, latent dioxygenase activity of eLOX3 (31), *Aloxe3* overexpression significantly increased total oxidized LOX substrate accumulation (Figure 2B) and 12-KETE accumulation in primary hepatocytes (Figure 2C). This effect of *Aloxe3* overexpression on 12-KETE accumulation was indeed phenocopied by trehalose treatment (Figure 2C). Moreover, *Aloxe3* overexpression decreased the abundance of alternate arachidonic acid metabolic pathway products 5-HETE and 12-HETE (Figure 2D).

To ascertain transcriptome-wide effects of forced *Aloxe3* overexpression, we next treated primary hepatocytes with adenovirus encoding β-gal or *Aloxe3* prior to RNA sequencing (RNA-seq) analysis. 

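The deposited data cover 6 RNA-seq libraries from primary murine hepatocytes, the parenchymal cells of the liver grown in culture. Replicates 1, 2 and 3 were treated with adenovirus encoding β-gal, the control protein, and replicates 7, 8 and 9 with adenovirus encoding Aloxe3 (n = 3 per group), and RNA was collected 24 h later. All libraries were sequenced in the same run. The authors aligned the reads with STAR, counted uniquely aligned reads per gene with featureCounts, and deposited the counts as RPKM, reads per kilobase of gene scaled to library size, for 41388 Ensembl genes. Within a gene the RPKM values are whole multiples of a step, and from these steps the library size in reads used for the scaling was derived for each library. It was 32265997, 32431318 and 29575553 in the β-gal libraries (median 32265997) and 25521908, 30399198 and 26429669 in the Aloxe3 libraries (median 26429669). In the shallowest library, 1 read on a gene of 1 kb was worth 0.0392 RPKM. The counting did not record more than reads per gene, so reads of near-identical genes could not be separated. Each pair of replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 3.79 or more, and all 6 libraries were kept as separate replicates. Whether they came from separate mice or from cultures of the same preparation is not stated in the paper. The SDs and p-values may thus cover only the spread between cultures. RPKM values were tested as log2(RPKM + 1) with limma (empirical Bayes with a mean-variance trend, Benjamini-Hochberg adjustment) over the 12693 genes with a mean of at least 0.5 RPKM. Fold changes are given on that log2(RPKM + 1) scale, which understates the change of genes with low values.

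Aloxe3 lies on chromosome 11 of GRCm38 from 69125896 to 69149115, on the forward strand. It was present at 1.95 ± 0.18 RPKM (SD, n = 3) in hepatocytes expressing β-gal and at 48.1 ± 7.3 RPKM (SD, n = 3) in hepatocytes overexpressing Aloxe3. The log2 fold change was 4.05 (SE 0.1, adjusted p = 4.7e-06 from limma). Every Aloxe3 library had a higher value than every β-gal library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). Of the alternatives tried, voom on the derived reads, which was added after seeing the data, moved the result for Aloxe3 expression most, to a log2 fold change of 4.61. Fig. 6 labels the virus as carrying the human gene, and these values count reads assigned to the mouse gene.

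**Figure D1:**
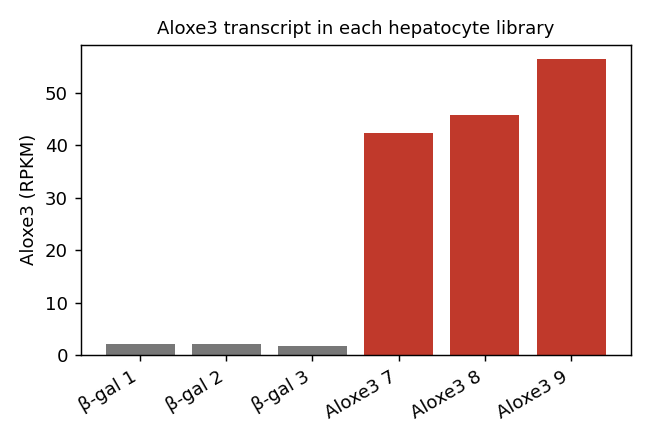
Aloxe3 in RPKM (vertical axis) in each of the 6 libraries, with β-gal replicates 1, 2 and 3 in gray and Aloxe3 replicates 7, 8 and 9 in red; each bar is 1 library. The β-gal libraries lie between 1.74 and 2.06 RPKM and the Aloxe3 libraries between 42.3 and 56.3 RPKM.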

Pathway analysis revealed that 5 of the 10 most downregulated processes in *Aloxe3*-overexpressing cells were devoted to inflammatory signaling, including TNFα, NF-κB, chemokine signaling, cytokine receptor signaling, and MAPK signaling (Figure 3A). 

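Genes of these 5 inflammatory pathways were examined as lists written by hand, which are not the KEGG sets used with GAGE in the study. Each list was compared with the other tested genes with camera (limma, two-sided, inter-gene correlation preset at 0.01), adjusted over 12 lists. The mean log2 fold change of the 98 tested TNF signaling genes was 0.042 (adjusted p = 0.066), and 61 of them were higher and 37 lower in Aloxe3-overexpressing cells. The 113 genes of cytokine-cytokine receptor interaction had a mean log2 fold change of 0.038 (adjusted p = 0.094), with 69 higher and 44 lower. For the 114 chemokine signaling genes the mean was 0.022 (adjusted p = 0.55), with 62 higher and 52 lower. NF-kB signaling, with 71 genes, had a mean of 0.018 (adjusted p = 0.63), and MAPK signaling, with 164 genes, a mean of 0.012 (adjusted p = 0.74). Over all tested genes the mean was 0.014. For NF-kB signaling the mean was 0.01 without β-gal replicate 1 and 0.01 without Aloxe3 replicate 7. Thus 0 of the 5 lists were lower at an adjusted p under 0.05, and 0 at an unadjusted p under 0.05. Between libraries, the mean of the TNF signaling genes relative to β-gal was 0.042 ± 0.006 (SD, n = 3) in the Aloxe3 libraries against an SD of 0.004 among the β-gal libraries. The 3 Aloxe3 libraries lay above the 3 β-gal libraries for every list except NF-kB signaling, in which the groups overlapped.

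With fry, a test of the list on its own, the TNF signaling list was higher with an adjusted p of 0.0055, and the adjusted p over its alternatives ranged from 0.0055 to 0.46. With the correlation estimated for each list none of the 5 was past the threshold. The only list mean below 0 in any alternative was that of MAPK signaling with a filter at a mean of 5 RPKM, at -0.01 (adjusted p = 0.93).

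Among single genes, Icam1 (chromosome 9, 21015985 to 21028817) was higher, at 25.6 ± 0.36 RPKM (SD, n = 3) against 21.1 ± 0.48 RPKM (SD, n = 3) with β-gal, a log2 fold change of 0.27 (SE 0.034, adjusted p = 0.0271 from limma). Its adjusted p was above the threshold in each of the 6 fits that left out a library. It was the only gene of the TNF and NF-kB signaling lists past the threshold over all genes, and also when adjusted over the list alone, where 1 gene passed in each of the 2 lists. In the chemokine, cytokine receptor and MAPK lists 0 genes passed by either adjustment, while 18, 20 and 25 had an unadjusted p under 0.05. The log2 fold changes of Cxcl2 (0.32, SE 0.08), Arrb1 (0.22, SE 0.057), Kitl (0.35, SE 0.067), Il1a (0.21, SE 0.043) and Map4k2 (0.22, SE 0.051), which with Icam1 had the smallest adjusted p in their lists, were all positive and not past the threshold (adjusted p from 0.106 to 0.235).

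In a ranking of 803 Reactome pathways of 10 to 500 tested genes with the same test, 143 were past an adjusted p of 0.05. Of these, 76 were lower and 67 higher. The count was 89 without Aloxe3 replicate 9, and it ranged from 73 to 166 over the alternatives. Of the 10 with the smallest p among lower pathways, 0 were inflammatory by name. The best placed inflammatory pathway, noncanonical NF-kB signaling through Dectin-1, was at rank 30 with a mean log2 fold change of -0.039 (adjusted p = 0.0063). Of the 47 pathways that the keywords for inflammation matched, 2 were lower past the threshold. They were this one and activation of NF-kB in B cells (mean log2 fold change -0.031, adjusted p = 0.015). Another 2 were higher, chemokine receptors binding chemokines (0.113, adjusted p = 0.0071) and a pathway of cytokinesis that matched by spelling. Other pathways named for NF-kB ran from -0.04 (through p75NTR, adjusted p = 0.085) to 0.022 (through FADD and RIP-1, adjusted p = 0.62), none past the threshold. Pathways named for degradation by the proteasome were lower to a similar extent, such as that of activated PAK-2p34 (-0.043, adjusted p = 0.003). The 2 lower pathways therefore do not single out NF-kB signaling. The keywords missed the induction of proinflammatory cytokines through TRAF6, which was not past the threshold (-0.005, adjusted p = 0.58). From its own pathway analysis (Fig. 3A), the paper states that inflammatory signaling was prominent among the downregulated processes, and it went on to examine whether Aloxe3 attenuates inflammatory signaling induced by fat.

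**Figure D2:**
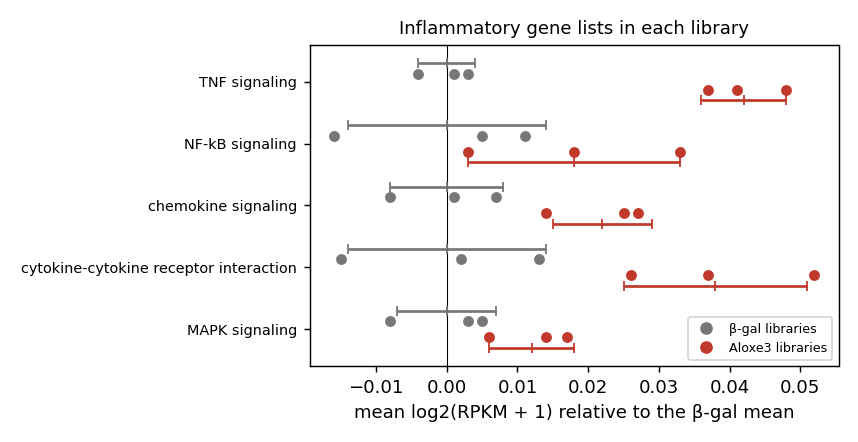
Mean log2(RPKM + 1) of each of the 5 inflammatory lists relative to the mean of the β-gal libraries (horizontal axis); each point is 1 library, β-gal in gray and Aloxe3 in red, and the bars give the mean and SD of the 3 libraries of a group. For TNF signaling the Aloxe3 libraries lie at 0.037 to 0.048.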

Given these findings, and in light of the fact that *Aloxe3* upregulation by trehalose correlates with reduced diet- and genetically induced steatosis (9, 25), we examined whether *Aloxe3* attenuates fat-induced inflammatory signaling and triglyceride (TG) accumulation. Primary hepatocytes treated with BSA-conjugated fatty acids (FA) induced *Il1b* and *Tnfa* gene expression, as well as TG accumulation (Figure 3, B and C). These FA-induced effects on TG accumulation and *Il1b* and *Tnfa* gene expression effects were reversed in FA-treated cultures overexpressing *Aloxe3*.

*Aloxe3*-deficient mice are not amenable to in vivo metabolic studies because germline *Aloxe3* deficiency results in postnatal mortality secondary to massive skin permeability and water loss (32). To evaluate the in vivo metabolic consequences of hepatocyte *Aloxe3* activation, we tested the in vivo effects of hepatocyte-directed *Aloxe3* expression. We first confirmed overexpression of the *Aloxe3* transgene in liver (Figure 4A) without changes in *Aloxe3* expression in skeletal muscle, WAT, or brown adipose tissue (not shown). This correlated with upregulation of fasting and oxidative genes in unperturbed *Aloxe3*-overexpressing mice, including *Aloxe3* (Figure 4A), *Ppargc1a* (PGC1), hepatocyte nuclear factor 4α (*Hnf4A/*HNF4α), and phosphoenolpyruvate carboxykinase 1 (*Pck1*, Figure 4A.).

We next evaluated the effect of hepatic *Aloxe3* expression in mice fed low-fat diet (LFD) or steatogenic, high trans-fat/cholesterol diet (HTFC) (12 weeks). Mice overexpressing *Aloxe3* fed HTFC gained significantly less weight, had lower total body mass (Figure 4B), and had lower body fat mass (Figure 4C) without changes in lean mass (not shown) when compared with *Gfp*-overexpressing mice fed HTFC. Accordingly, low density lipoprotein-cholesterol (LDL-C) and total cholesterol were significantly lowered in HTFC-fed mice overexpressing *Aloxe3* (Figure 4D). Indices of glucose homeostasis were also improved by *Aloxe3* overexpression in HTFC-fed mice (Figure 4, E–G). Specifically, HTFC feeding increased circulating insulin and homeostatic model assessment– insulin resistance (HOMA-IR) in GFP-overexpressing mice (Figure 4, E and G), without altering fasting plasma glucose (Figure 4F). In contrast, HTFC-fed mice overexpressing hepatic *Aloxe3* were protected from HTFC-induced hyperinsulinemia and insulin resistance (Figure 4, E and G). Indeed, fasting glucose was also lowered in *Aloxe3*-overexpressing, HTFC-fed mice when compared with *GFP*-expressing, HTFC-fed mice (Figure 4F). Together, hepatocyte *Aloxe3* expression was sufficient to reduce diet-induced weight gain, body fat accumulation, dyslipidemia, and insulin resistance.

We next examined hepatic lipid metabolism in GFP- and *Aloxe3*-overexpressing mice fed LFD or HTFC. Frozen liver sections from HTFC-fed mice exhibited increased Oil Red O staining and macrosteatosis when compared with LFD-fed mice. Consistent with prior models of PPARγ activation (33–35), *Aloxe3* expression in LFD-fed mice resulted in a mild basal TG accumulation (Figure 5, A and B). However, we did not observe evidence of hepatic inflammation or fibrosis by histological analysis of H&E- or trichrome-stained liver sections in LFD-fed mice after 12 weeks *Aloxe3* overexpression (Supplemental Figure 4). Also consistent with prior reports on hepatic PPARγ activation, *Aloxe3* overexpression modestly but significantly protected from HTFC-induced TG accumulation that took on a microsteatotic staining pattern (Figure 5, A and B). No changes in hepatic LDL-C or total cholesterol were observed (Figure 5, C and D) upon hepatic *Aloxe3* overexpression in LFD- or HTFC-fed mice. None of our genetic or dietary manipulations had any effect on hepatic synthetic function, as ascertained by quantitative circulating albumin levels (Figure 5E).

To examine mechanistically how *Aloxe3* might activate hepatocyte-starvation–like responses, we evaluated the effects of *Aloxe3* overexpression on mitochondrial respiratory function at the cellular and molecular levels. RNA-seq analysis of primary hepatocytes overexpressing *Aloxe3* revealed that 6 of the 10 most downregulated molecular processes encompassed mitochondrial electron transport function, including proton transport, ATPase activity, transmembrane ion transport, and hydrogen export (Figure 6A). 

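The deposited values of ATPase and electron transport genes were examined as 7 lists, tested as for the inflammatory lists. The 63 nuclear-encoded genes of the electron transport chain had a mean log2 fold change of -0.058 (adjusted p = 6.8e-06 from camera in limma), and 51 of the 63 were lower in hepatocytes overexpressing Aloxe3. The mean was -0.045 for the 19 genes of the vacuolar (V-type) ATPase (adjusted p = 0.012) and -0.031 for the 18 genes of the mitochondrial (F-type) ATP synthase (adjusted p = 0.094). Both kinds turn a rotor with proton transport, and as one list of 37 rotary ATPase genes their mean was -0.038 (adjusted p = 0.0095). With the P-type pumps added, the 52 genes of ion-transporting ATPases had a mean of -0.028 (adjusted p = 0.012). Thus 4 of the 7 lists were lower past the threshold. The 7 tested genes encoded in the mitochondrial genome moved the other way, with a mean of 0.195 (adjusted p = 0.0095).

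These calls depended on the test. With the correlation between genes of a list estimated from the data the adjusted p was 0.53 for each of the 5 lists past the threshold, and with fry it ranged from 0.28 to 0.33, so that none was past the threshold.

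They also depended on Aloxe3 replicate 9. The rotary ATPase mean relative to β-gal was -0.01 in replicate 7, -0.011 in replicate 8 and -0.094 in replicate 9, with an SD of 0.017 among the β-gal libraries. Without replicate 9 the mean log2 fold change was -0.01 for the rotary ATPases, -0.004 for the ion-transporting ATPases and -0.009 for the V-type ATPase and -0.011 for the F-type ATP synthase, and none of these was past the threshold. That of the nuclear-encoded electron transport chain was -0.034 and stayed past the threshold, the only 1 of the 7 lists that was lower. For the mitochondrially encoded genes it was 0.076, no longer past the threshold. Without β-gal replicate 3 the F-type ATP synthase list was instead past the threshold, with a mean of -0.047 (adjusted p = 0.03 from camera). In the Reactome ranking, 1 of the 10 lower pathways with the smallest p was mitochondrial. It was respiratory electron transport with ATP synthesis, at rank 9, with a mean log2 fold change of -0.034 over 90 genes (adjusted p = 0.00095). Of the 16 tested pathways that the mitochondrial keywords matched, 4 were lower past the threshold and 0 higher. Besides that at rank 9 they were at ranks 12, 15 and 44. The other lower pathways in the first 10 were protein folding by the chaperonin CCT/TriC and prefoldin, led by folding of tubulin with a mean of -0.148 over 17 genes, and translation.

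From the downregulated processes in Fig. 6A, the paper went on to test the hypothesis that Aloxe3 mitigates ATP production by inducing mitochondrial uncoupling.

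**Figure D3:**
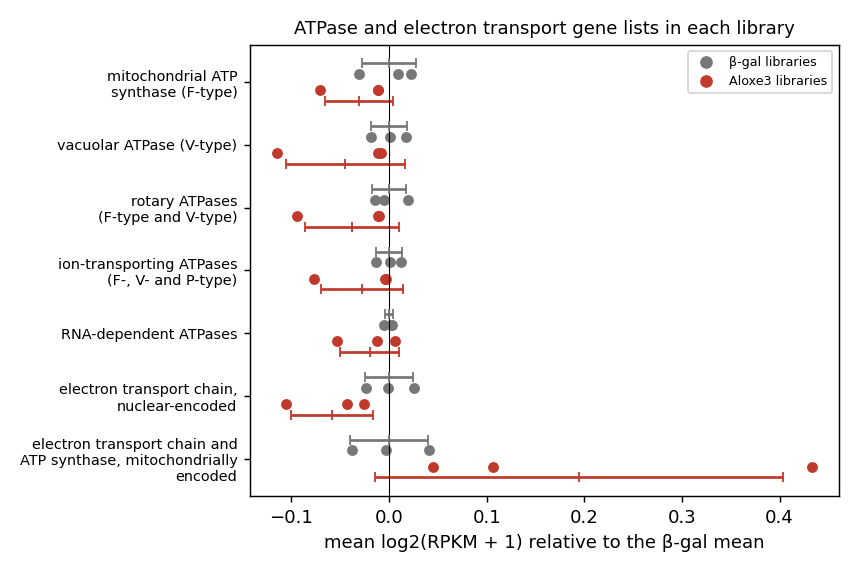
Mean log2(RPKM + 1) of each of the 7 ATPase and electron transport lists relative to the mean of the β-gal libraries (horizontal axis); each point is 1 library, β-gal in gray and Aloxe3 in red, and the bars give the mean and SD of the 3 libraries of a group. For the V-type ATPase, Aloxe3 replicate 9 lies at -0.115 and the other Aloxe3 libraries at -0.008 and -0.011.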

We therefore tested functionally the hypothesis that *Aloxe3* mitigates ATP production by inducing hepatocyte mitochondrial uncoupling. Seahorse analysis of hepatocytes overexpressing *Aloxe3* exhibited elevated proton leak, ATP production, and coupling efficiency, concomitant with suppressed basal oxygen consumption rate and enhanced glycolytic rate when compared with hepatocytes expressing β-gal (Figure 6B). Each of these parameters was partly or fully reversed in the presence of the PPARγ inhibitor GW9662 (Figure 6B). No changes in nonmitochondrial oxygen consumption were observed (Figure 6C), suggesting that *Aloxe3* specifically affected mitochondrial energy metabolism.

Mechanistic interrogation in vivo was executed to determine whether hepatocyte *Aloxe3* mediated peripheral insulin and glucose homeostasis in a leptin-dependent manner. To that end, we overexpressed *Aloxe3* or *GFP* in *db/db* mice, which lack the leptin receptor. Again, in the liver, we observed modest, statistically significant attenuation of hepatic TG accumulation in *db/db* mice overexpressing *Aloxe3* when compared with *db/db* controls (Figure 7, A and B). We confirmed *Aloxe3* overexpression correlated with increases in oxidative and fasting-response genes *Ppargc1a*, *Hnf4a*, and *Pc1* (Figure 7C). Moreover, *Aloxe3* overexpression reduced genetic markers of de novo lipogenesis in *db/db* mice, including *Fsp27*, *Scd1*, and *Fasn* (Figure 7D). Concomitant PPARγ inhibition by the inhibitor GW9662 produced either statistically significant or trends toward significant reversal in each of these *Aloxe3*-altered marker genes (Figure 7, C and D).

Although baseline weights were not statistically different, *db/db* mice overexpressing *Aloxe3* gained significantly less weight and had a lower end-of-trial weight than *db/db* mice over the 28-day trial (Figure 8A). Indirect calorimetry revealed that the attenuated weight gain in aloxe3 db/db mice was associated with enhanced light- and dark-cycle heat generation and O2-CO2 exchange (Figure 8, B-D). Neither heat generation nor O_2_-CO_2_ exchange in *Aloxe3^db/db^* was affected by GW9662 coadministration (Figure 8, B–D).

Because hepatic *Aloxe3* expression enhanced peripheral insulin sensitivity in HTFC-fed mice (Figure4), and because PPARγ agonism by thiazolidinediones (TZDs) enhances peripheral insulin sensitivity (36, 37), we evaluated whether *Aloxe3* enhances peripheral insulin and glucose homeostasis dependent on PPARγ and yet independent of the leptin receptor. Fasting circulating insulin and HOMA-IR were significantly lower in *Aloxe3^db/db^* mice without changes in circulating glucose when compared with *db/db* mice expressing GFP. The reduction in circulating insulin and HOMA-IR were reversed in mice concomitantly treated with the PPARγ inhibitor GW9662, suggesting that *Aloxe3* improves glucose and insulin homeostasis via a PPARγ-dependent mechanism. In contrast with our diet-induced model, however, targeted hepatic *Aloxe3* expression did not reduce circulating lipids in a leptin receptor–deficient mice. Together, the data in our leptin-deficient model elucidate leptin- and PPARγ-dependent functions by *Aloxe3*.

To gain further specificity regarding the role of hepatocyte PPARγ in *Aloxe3*-enhanced insulin sensitivity, we generated mice harboring a hepatocyte-specific *PPARG* deletion (hereafter referred to as PPARγ-LKO mice) by crossing mice with homozygous floxed *Pparg* alleles with mice expressing Cre recombinase driven by the albumin promoter. Mice were placed on a chow or Western diet (WD) to induce insulin resistance over 12 weeks; they were then subjected to insulin tolerance testing (ITT, Figure 9, A and B). Area under the ITT curve analysis revealed that WD feeding increased AUC in GFP-overexpressing animals, whereas AUC was reduced in *Aloxe3*-overexpressing animals. In striking contrast, WD-fed *Aloxe3*-overexpressing PPARγ-LKO mice had a significantly elevated AUC when compared with WD-fed *Aloxe3*-overexpressing mice harboring WT hepatic PPARγ.

## Discussion

The concept of the fasting and caloric restriction response as a therapeutic to be leveraged in longevity, healthspan, and metabolism from rodents to early primates to humans (1, 38–43) is gaining traction. Already in the clinical realm, caloric restriction improved multiple indices related to aging, cardiovascular disease, and diabetes mellitus (2, 44–46). However, strict and prolonged adherence to caloric restriction, intermittent fasting, or any intensive dietary restriction directed toward weight loss carries with it several practical barriers. Therefore, identifying the therapeutic determinants of the hepatic glucose fasting response opens the promise of novel, targeted, and sustainable treatments against metabolic and other diseases. Here, we show that *Aloxe3* is activated by the adaptive hepatic fasting response and is itself sufficient to enhance insulin sensitivity, increase basal caloric expenditure, and reduce diet-induced weight gain and fat accumulation, hepatic steatosis, and dyslipidemia.

Fully defining the metabolic functions of *Aloxe3* has been previously limited by its basal tissue expression and distribution and by the dramatic phenotype observed in animals and humans deficient for this enzyme. *Aloxe3* was first identified as an epidermal-type lipoxygenase that mediates skin differentiation via hydroperoxide isomerase activity (27, 47). Humans born with a defect in this gene develop ichthyosiform disease, characterized by profound skin barrier dysfunction and transepidermal water loss (28, 30). This was confirmed in murine models of *Aloxe3* deficiency, which succumb to massive dehydration without intervention shortly after birth (32). Subsequent work demonstrated a role for *Aloxe3* in adipocyte differentiation via PPARγ agonism in cultured adipocytes, as well (29). This introduced the possibility that *Aloxe3* has important functions that extend beyond epidermal tissues. However, a potential function in liver was largely ignored, perhaps in part because nonfasting mRNA is relatively low when compared with epidermis and tongue by Northern blot detection (32) and by reverse transcription PCR analysis of murine liver (48). However, we show here that serum and glucose withdrawal, trehalose and lactotrehalose (trehalose analog) treatment in vitro, trehalose feeding, and acute fasting in vivo each robustly induce *Aloxe3* mRNA expression. This raised the prospect that *Aloxe3* mediates part of the physiological hepatic fasting response. We postulate that the observed increased insulin sensitivity in hepatic *Aloxe3*–overexpressing mice reflects an adaptive response that enhances peripheral insulin sensitivity in preparation for a subsequent meal after prolonged fasting. This function would be particularly useful to maximize macronutrient absorption for animals in which meals are few and far between (e.g., intermittently fasting or hibernating animals). Indeed, this teleological rationale has been proposed for other physiological fasting-induced pathways, such as FGF21 signaling (49, 50).

The data herein demonstrate that *Aloxe3* ameliorated the diet-induced obesity and *db/db* diabetic phenotypes, at least in part, via a PPARγ-dependent mechanism — most prominently with regard to the insulin-sensitizing effects of *Aloxe3*. *Aloxe3* overexpression and trehalose treatment in hepatocytes induced the PPARγ ligand 12-KETE at cellular concentrations that appear to be physiologically relevant (19). Indeed, 12-KETE induced sebocyte PPARγ signaling at ~1,500 ng/ml (19), whereas our calculated 12-KETE concentrations in *Aloxe3*-overexpressing hepatocytes (accounting for a hepatocyte volume of roughly 3 fL, femtoliters; ref. 51) indicate concentration of 12-KETE is in the range of 1,000 ng/ml (Figure 2C). In addition, PPARγ blockade by GW9662 administration in isolated hepatocytes and in vivo reversed *Aloxe3*-mediated changes in hepatocyte oxygen consumption rate, insulin resistance, and PGC1α upregulation. Finally, liver-specific PPARγ deletion abrogated *Aloxe3*-enhanced insulin sensitivity. Together, these data introduce a potentially novel hepatic *Aloxe3*–PPARγ axis that improves whole-body insulin sensitivity. These findings are consistent with the previously demonstrated control of peripheral insulin sensitivity via hepatic PPARγ in *ob/ob* mice (34, 35). However, given that GW9662 did not significantly reverse *Aloxe3* effects on hepatic fat accumulation and whole-body thermogenesis, our data indicate that *Aloxe3* exerts both PPARγ-dependent and -independent functions to enhance hepatic and extrahepatic metabolic homeostasis.

It should be noted that genetic disruption of both 12-LOX and 15-LOX in multiple diabetic models largely recapitulates the *Aloxe3*-mediated enhancement of hepatic insulin sensitivity and reduced hepatic steatosis (15–17). Therefore, it is plausible that — in addition to (or perhaps in lieu of) generating the PPARγ ligand 12-KETE — eLOX3 either depletes 12-LOX products 12-HpETE and 12-HETE (Figure 2) to the host’s benefit, or 12-LOX and 15-LOX deletion shunts arachidonic acid down the eLOX3 enzymatic pathway to activate PPARγ. A third distinct possibility is that *Aloxe3* mediates its PPARγ-activating effects independently of upstream lipoxygenases. Three key pieces of data support this possibility. First, hepatocytes are not considered overall to be a significant source of total lipoxygenase activity. This is confirmed by our own data suggesting that basal intrinsic hepatocyte lipoxygenase activity is relatively low — on the order of 1–10 fmol/mg/min (Figure 2B). Second, eLOX3 exhibits latent intrinsic dioxygenase activity, although this catalysis is relatively inefficient when compared with its hydroperoxide isomerase activity (31). Third, in adipose tissue, eLOX3 generated PPARγ agonists in the absence of identifiable upstream lipoxygenases (29). However, regardless of the origin and fate of the lipid intermediaries going through the *Aloxe3* pathway, the net benefit of *Aloxe3* expression involves both PPARγ-dependent and -independent pathways. The species, origin, and precise bioactivity of the lipid intermediaries that underlie these therapeutic effects now arise as a rich topic for further interrogation.

The current study examines therapeutic effects of hepatic *Aloxe3* induction. From a clinical therapeutic perspective, virus-based genetic therapy for many monogenic diseases has already reached clinical care (52). However, this therapeutic approach is not yet fully optimized for polygenic diseases, such as obesity, insulin resistance, and NAFLD (53). Although our physiological, morphometric, and liver histological data did not reveal problematic effects of *Aloxe3* gene overexpression after 12 weeks (Figure 4, Figure 5, and Supplemental Figure 4), a genetic overexpression approach at present is likely to be a more distant clinical therapy when compared with precision small-molecule therapeutics. In addition, although the full extent of *Aloxe3* regulation has yet to be elucidated as a means to leverage *Aloxe3*-enhancing pathways, we demonstrated here that *Aloxe3* is potently upregulated by generalized stimuli such as fasting, trehalose feeding, serum withdrawal, and flavone-class GLUT inhibition. In contrast, canonical fasting intermediates AMPK, PGC1α, FGF21, and PPARα were dispensable for trehalose-induced *Aloxe3* expression. Accordingly, SIRT1 overexpression was insufficient to upregulate *Aloxe3* in vivo. It is therefore intriguing that we were able to achieve enhanced in vitro *Aloxe3* upregulation comparable with viral *Aloxe3* overexpression by treatment with the trehalase-resistant trehalose analogue lactotrehalose (21–23, 54, 55). Our characterization of this glucose-galactose trehalose analogue, and the finding that lactotrehalose exhibits enhanced fasting-mimetic potency, is a critical advance for at least 2 reasons. First, abundant trehalase expression in human gut, liver, brain, kidney, and reproductive tissues raises the possibility that trehalose-based therapies may be limited by trehalase-mediated trehalose degradation. By corollary, trehalase-resistant compounds such as lactotrehalose are postulated to confer enhanced efficacy. Secondly, it is well understood that GLUT8 and GLUT2 (the 2 most highly expressed hepatic glucose transporters; ref. 7) are competitively inhibited by galactose (56–58). In light of the fact that galactose is one of the saccharide moieties that comprises lactotrehalose, the data suggest that altering the saccharide moieties in trehalose modulates potency (and perhaps also selectivity) based on each GLUT’s substrate predilection.

Taken together, although greater detail regarding intermediary regulation of *Aloxe3* is warranted, augmenting *Aloxe3* expression and other components of the hepatic fasting response is now feasible through fasting itself, glucose withdrawal, or trehalose/analogue-class GLUT inhibition. The palatability, and heavy first-pass enterohepatic kinetics (which minimizes peripheral tissue GLUT side effects) indeed make trehalose and its analogues especially attractive candidate nutraceuticals to elicit this response. Future directions should interrogate the fasting response–inducing potential, kinetics, and efficacy of trehalose and its analogs in mitigating metabolic disease (21, 25, 59). In addition, it will be critical to understand the extent to which *Aloxe3* regulation in other tissues is necessary or sufficient to augment tissue-specific adaptive fasting responses. Finally, understanding the full cadre of epoxyalcohols and other lipid products of eLOX3 enzymatic activity, and their specific roles in the mitigating metabolic disease, are of special pharmaceutical and clinical interest (15, 60–63).

In summary, we identified the lipoxygenase Aloxe3 as a potentially novel effector of the hepatic fasting response that is sufficient to augment basal caloric expenditure, and ameliorate insulin resistance, weight gain, and hepatosteatosis. (the meaning I hope to convey is that Aloxe3 does all of the above). The rapidly rising prevalence of each of these major public health problems throughout the Western and developing worlds mandates novel therapeutic pathway generation and leveraging thereof. We assert that further interrogation into how hepatic glucose transport mediates the networked adaptive hepatic fasting response will advance the field toward new and effective human therapy against metabolic disease.

## Methods

### Mouse models and treatment.

All mice were caged in specific pathogen-free barrier housing with 12-hour light-dark cycles and free access to water and rodent chow. For transgenic studies, WT C57B/6J mice and *Lepr^db/db^* mice were obtained directly from the Jackson Laboratory. Upon arrival, mice were randomized to experimental assignments and equilibrated for a minimum of 7 days in the specific pathogen-free vivarium with automated 12-hour light-dark cycles and free access to water and rodent chow. Prior to initiating metabolic measurements. ATG16L1^HM^ mice were a provided by Herbert “Skip” W. Virgin’s laboratory (Washington University School of Medicine) (64). PPARγ-LKO mice were obtained directly from the Jackson Laboratory to the laboratory of David Rudnick (Washington University School of Medicine) and, after propagation, were provided for experimentation.

Adeno-associated viruses overexpressing either GFP or *Aloxe3* under control of the thyroid binding globulin (TBG) promoter were obtained as ready-to-use viral stocks from Vector Biolabs. Viral particles (1 × 10^11^ per animal) were injected via tail vein in 6-week-old mice 10 days prior to dietary initiation or 38 days prior to sacrifice in the genetic obesity model (e.g., 10 days rest period + 28 day dietary stimulus) *Aloxe3* expression was quantified in pilot experiments by qPCR analysis of hepatic tissue, skeletal muscle tissue, and brown and epididymal WAT 10 days after injection and confirmed selective hepatic *Aloxe3* overexpression (not shown).

Antisense oligonucleotides (ASOs) were obtained from IONIS Pharmaceuticals as ready-to-inject oligomers, and they were used precisely as described previously (65). GW9662 was obtained from Cayman Chemicals (catalog 70785). WD is from Harlan Teklad (catalog TD88137); HTF-C diet is from Research Diets (catalog 09100301).

### Lactotrehalose synthesis and purification.

Synthesis and purification of lactotrehalose was carried out precisely as described (66). We confirmed 98%–99% purity by ^1^H-NMR (not shown).

### Lipoxygenase activity assay.

LOX activity was quantified using a lipoxygenase activity assay kit (Biovision, catalog 978-100) per manufacturer instructions.

### Serum analyses.

Fasting blood glucose was measured via glucometer using tail vein blood. For all other serum analyses, submandibular blood collection was performed immediately prior to sacrifice, and serum was separated. Insulin ELISA (MilliporeSigma, catalog EZRMI-13K), TG (Thermo Fisher Scientific, catalog TR22421), cholesterol (Thermo Fisher Scientific, catalog TR13421), and free FA (FFA) (Wako Diagnostics, catalog 999-34691, 995-34791, 991-34891, and 993-35191) quantification was performed using commercially available reagents according to manufacturer’s directions. Albumin levels were quantified using an AMS LIASYS Chemistry Analyzer.

### Hepatic lipids.

Lipids were extracted from ~100 mg hepatic tissue homogenized in 2:1 chloroform/methanol. Extract (0.25%–0.5% of each) was evaporated overnight prior to biochemical quantification of TGs, LDL-C, cholesterol, and FFA using reagents described above, according to manufacturer’s directions.

### Oil Red O staining.

Methanol-fixed frozen sections from WT and transgenic mice were stained according to described protocols (7, 9, 12).

### Body composition analysis and indirect calorimetry.

Body composition analysis was carried out in unanesthetized mice as described (7, 8, 67) using an EchoMRI 3-1 device (Echo Medical Systems) via the Washington University Diabetic Mouse Models Phenotyping Core Facility.

The first 4 hours in the cage were unmeasured in order to allow for acclimation time. Thereafter, the oxygen and CO_2_ consumption and production were quantified for a minimum of 1 light cycle (0601–1800 hours) and for 1 dark cycle (1801–0600 hours). Volume O_2_ (VO_2_), VCO_2_, heat, movement, and respiratory exchange ratio (RER) were automatically calculated using TSE Phenomaster software.

### In vitro metabolism (Seahorse XF96) assays.

Seahorse assays were performed using a Seahorse XF96 analyzer Mito Stress Test Kit (Agilent Technologies) according to manufacturer specifications. Hepatocyte cultures were seeded at 20,000 cells per well prior to assay.

### Immunoblotting.

Immunoblotting was performed as described (67). Anti-GAPDH (catalog 5174) was obtained from Cell Signaling Technologies. LC3B antiserum was obtained from Novus Biologicals (catalog NB-100-2200).

### Indirect calorimetry.

Oxygen consumption, CO_2_ production, RER, and heat production were measured using the Phenomaster system (TSE) via the Washington University Diabetic Mouse Models Phenotyping Core Facility as described (8, 67). Metabolic parameters were documented every 13 minutes.

### Cell cultures and treatment.

Primary murine hepatocytes obtained from WT mice were isolated as described (7, 9–11) and cultured and maintained in regular DMEM growth media (MilliporeSigma, catalog D5796) containing 10% FBS. For in vitro starvation experiments, starved media containing 1 g/l glucose and 0.5% FBS was used. Cultures were lysed in Trizol and subjected to downstream analysis. In vitro genetic knockdown was achieved via siRNA transfection using Lipofectamine 3000 from Invitrogen (catalog L3000015). Trehalose was obtained from MilliporeSigma and was >97% purity by HPLC. Trehalose water (3%, w/v) fed ad libitum was used in all in vivo experiments. Huh7 and HepG2 cell lines were obtained directly from the American Type Culture Collection (ATCC). Human primary hepatocyte cDNAs were obtained directly from Sciencell (catalog 5204).

### qPCR.

qPCR was performed as previously reported (7, 12) with some modifications. Snap-frozen livers or cultured hepatocytes were homogenized in Trizol reagent (Invitrogen, catalog 15596026). RNA isolated according to the manufacturer’s protocol was reverse-transcribed using the Qiagen Quantitect reverse transcriptase kit (Qiagen, catalog 205310). cDNA was subjected to qPCR using the SYBR Green master mix reagent (Applied Biosystems, catalog 4309155). Expression data are depicted as a mean ratio of target gene expression relative to 36B4 (housekeeping gene) expression in each sample, ± SEM. Primer sequences for qPCR are shown in Supplemental Table 1.

### RNA-seq.

RNA-seq was performed by the Washington University Genome Technology Access Center (GTAC). Primary data, processed data, and metadata for these experiments were deposited in the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo), with accession number GSE116516.

Library preparation was performed with 10 μg of total RNA with a Bioanalyzer RIN score greater than 8.0. Ribosomal RNA was removed by poly-A selection using Oligo-dT beads (mRNA Direct kit, Invitrogen). mRNA was then fragmented in buffer containing 40 mM tris acetate pH 8.2, 100 mM potassium acetate, and 30 mM magnesium acetate and heated to 94°C for 150 seconds. mRNA was reverse transcribed to yield cDNA using SuperScript III RT enzyme (Invitrogen, per manufacturer’s instructions) and random hexamers. A second strand reaction was performed to yield double-stranded cDNA (ds-cDNA). cDNA was blunt ended, had an A base added to the 3′ ends, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were then amplified for 12 cycles using primers incorporating unique index tags. Fragments were sequenced on an Illumina HiSeq-3000 using single reads extending 50 bases.

RNA-seq reads were aligned to the Ensembl release 76 top-level assembly with STAR version 2.0.4b. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5. Transcript counts were produced by Sailfish version 0.6.3. Sequencing performance was assessed for total number of aligned reads, total number of uniquely aligned reads, genes and transcripts detected, ribosomal fraction known junction saturation, and read distribution over known gene models with RSeQC version 2.3.

To enhance the biological interpretation of the large set of transcripts, grouping of genes/transcripts based on functional similarity was achieved using the R/Bioconductor packages GAGE and Pathview. GAGE and Pathview were also used to generate pathway maps on known signaling and metabolism pathways curated by Kyoto Encyclopedia of Genes and Genomes (KEGG).

### Liquid chromatography-tandem mass spectral analysis of eicosanoids.

Eicosanoids (5-HETE, 12-HETE, and 12-KETE) were extracted with 300 μl of 1:1 methanol/water, containing 2 ng deuterated 12-HETE-d_8_ (Cayman Chemical) as the internal standard. This extract (33% of total) was injected; therefore, 0.67 ng represents the total internal standard analyzed. The quantity of eicosanoids calculated based on the peak are the ratio between the analyte and internal standard. Eicosanoid and internal standard analyses were performed using a Shimadzu 20AD HPLC system, and a LeapPAL autosampler coupled to a tandem mass spectrometer (API 4000, API-Sciex). These were operated in negative ion MRM mode. The sample was injected on to a Thermo-Keystone betasil C-18 HPLC column (2 × 100 mm, 3 μm) with mobile phases (A, 5 mM ammonium fluoride in water; B, 100 % acetonitrile). The data processing was conducted with Analyst 1.6.3 (API-Sciex).

### ITT.

ITT was performed precisely as reported previously (8). Briefly, mice were fasted 4 hours prior to i.p. administration of 0.75 U/kg insulin. Glucose was monitored by glucometer (One Touch Ultra, Lifescan) over the course of 2 hours following injection.

### Statistics.

Data were analyzed using GraphPad Prism version 6.0 (RRID:SCR_015807). A *P* value less than 0.05 was defined as statistically significant. Data shown are as mean ± SEM. Unpaired 2-tailed homoscedastic *t* tests with Bonferroni post hoc correction for multiple comparisons were used for all analyses unless otherwise noted in the figure legends. Two-way ANOVA was also used for analyses with 2 independent variables.

### Study approval.

All animal procedures were reviewed and approved by the Washington University School of Medicine Animal Studies Committee.

## Author contributions

BJD conceived and coordinated the study and wrote the paper. CBH, YZ, ALM, HF, MJG, BMS, AIS, and BJD designed, performed, and analyzed the experiments. All authors reviewed the results and approved the final version of the manuscript.

## Supplementary Material

Supplemental data

Supplemental Table 1

## Figures and Tables

**Figure 1:**
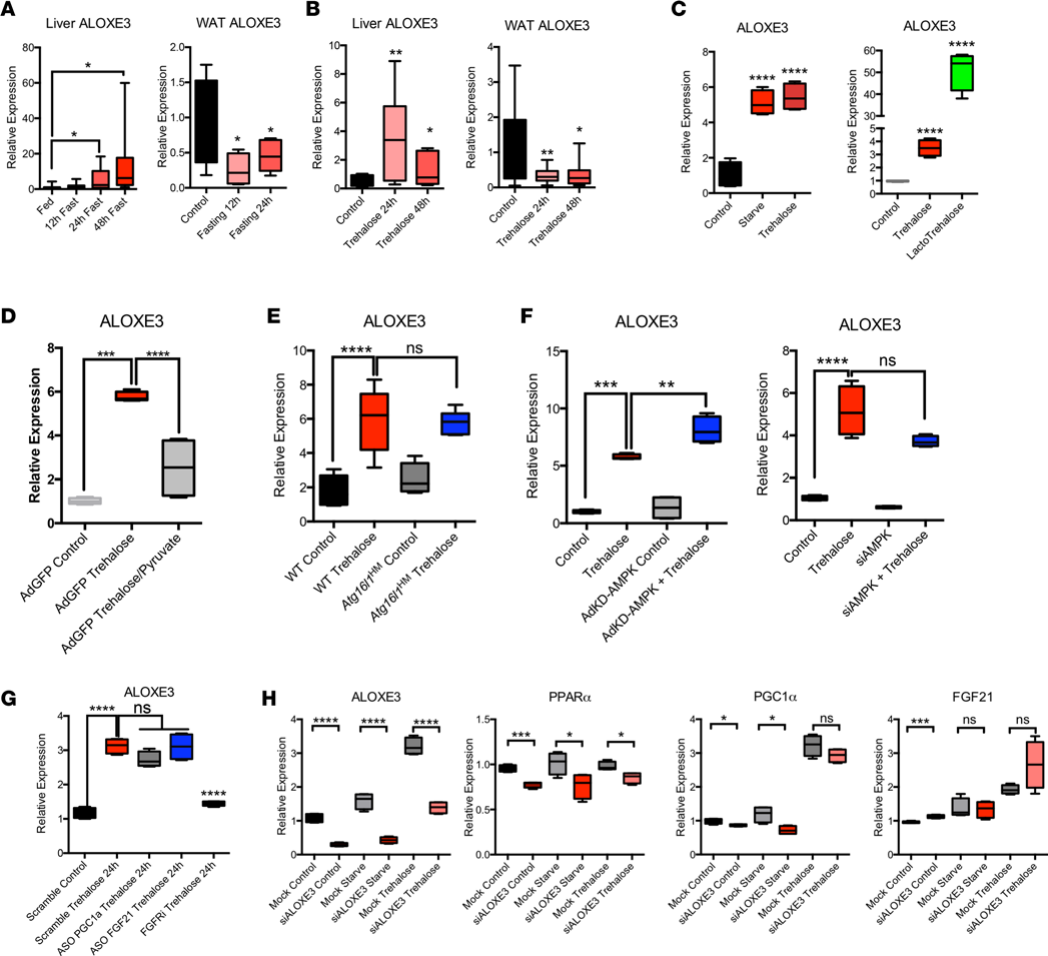
*Aloxe3* is induced in response to fasting and pseudofasting. (**A**) *Aloxe3* expression in liver and white adipose tissue (WAT) from fasting WT mice (0–48 hours [h]). *n* = 6 each of fed, 12 h fasting, and 24 h fasting mice. For 48 h fasting mice, *n* = 7. (**B**) *Aloxe3* expression in WT mice fed oral trehalose (3% in sterile water fed ad libitum, 0–48 h). For control and trehalose (24 h) mice, *n* = 5 and 6. For 48 h trehalose-treated mice, *n* = 6. (**C**) *Aloxe3* expression in isolated primary murine hepatocytes treated with 0.5% FCS/1 g/l glucose media, 100 mM trehalose, or 100 mM lactotrehalose (24 h). *n* = 4 per group. (**D**) *Aloxe3* expression in trehalose-treated isolated primary hepatocytes pretreated with or without 5 mM pyruvate. *n* = 4 per group. (**E**) *Aloxe3* expression in trehalose-treated WT and *Atg16l1*-mutant mice in vivo (24 h). *n* = 6 per group. (**F**) *Aloxe3* expression in response to trehalose in the presence or absence of kinase-dead AMPK overexpression or siRNA-mediated AMPK knockdown. *n* = 4 per group. (**G**) *Aloxe3* expression in response to trehalose in the presence or absence of antisense oligonucleotide (ASO) directed against PGC1, or FGF21. FGF receptor 1–4 inhibitor (LY2874455) was included as a control to demonstrate *Aloxe3* blockade in context. *n* = 4 per group. (**H**) Fasting-responsive marker gene expression in the presence or absence of trehalose following treatment with or without *Aloxe3*-directed siRNA. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by 2-tailed *t* test with Bonferroni-Dunn post hoc correction versus untreated controls group or versus the bracketed comparison group where indicated.

**Figure 2:**
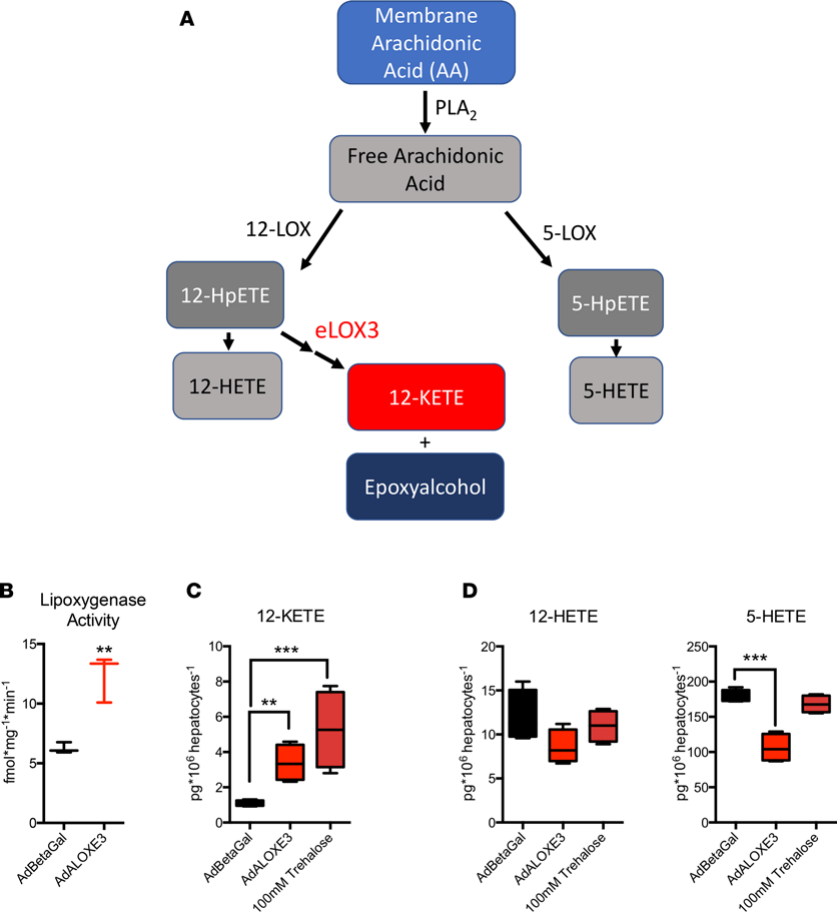
*Aloxe3* and trehalose induce the PPARγ ligand 12-KETE in murine hepatocytes. (**A**) Arachidonic acid metabolism mediated by lipoxygenases 12-LOX, 5-LOX, and eLOX3 (adapted from refs. 26, 29, 58, 59). (**B**) Lipoxygenase activity in primary murine hepatocytes upon overexpression of β galactosidase or *Aloxe3*. *n* = 3 from 1 representative experiment of 2 experiments with similar results. (**C** and **D**) Quantitative GC-MS analysis of the stable lipoxygenase reaction products 12-KETE, 5-HETE, and 12-HETE. Data represent 4 independent cultures per group from 1 experiment, representing 2 independent experiments with similar results. **P < 0.01 and ***P < 0.001 by 2-tailed *t* test with Bonferroni-Dunn post hoc correction versus untreated controls group or versus the bracketed comparison group where indicated.

**Figure 3:**
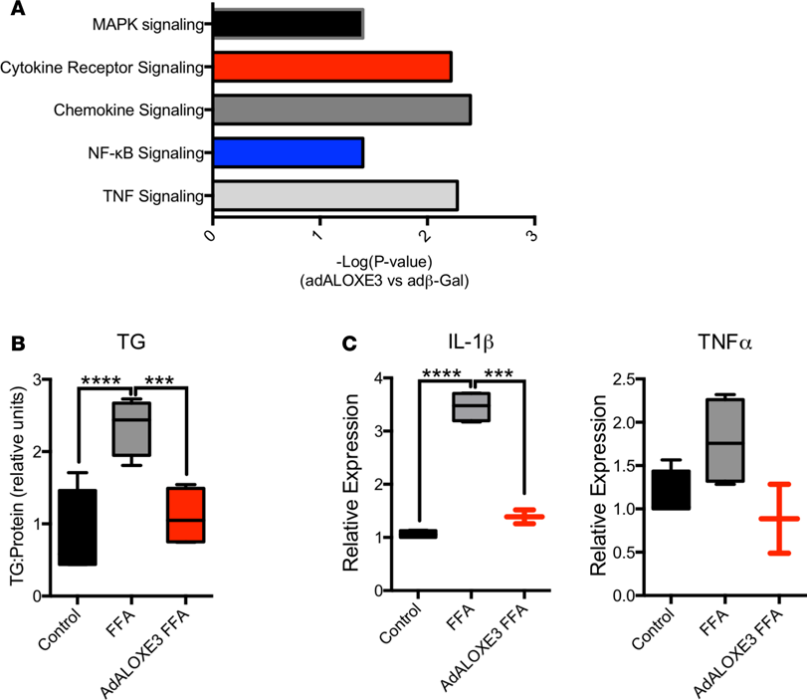
*Aloxe3* reduces inflammatory signaling and steatosis in hepatocytes. (**A**) RNA-seq analysis of the top 9 downregulated genes in primary hepatocytes expressing either β galactosidase or *Aloxe3*. *n* = 3 from a single RNA-seq run performed once. The *P* value for significantly downregulated pathways is demonstrated as (–Log[*P* value]). (**B**) Hepatic TG accumulation and (**C**) IL-1β or TNFα expression in hepatocytes treated with BSA-conjugated fatty acids with or without *Aloxe3* expression. *n* = 4 in **B** and *n* = 4 in **C**, single representative experiments, which were repeated twice with similar results. ***P < 0.001 and ****P < 0.0001 by 2-tailed *t* testing with Bonferroni-Dunn post hoc correction versus the bracketed comparison group as indicated.

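Over the 12693 genes tested in the hepatocyte RNA-seq libraries, 50 had an adjusted p under 0.05 (limma), 45 of them higher and 5 lower in Aloxe3-overexpressing cells. All 50 had groups that did not overlap, as had 19.9% of the tested genes, against the 10% that chance gives for 3 against 3. Without a filter on low values 7 of 24989 genes were past the same threshold, and 4 of these were among the 50. With one library left out at a time the count was 6 to 19.

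The 5 lower genes changed by less than 2-fold. Gm26407, a noncoding RNA gene on chromosome 18 (12961499 to 12961805), had a log2 fold change of -0.42 (SE 0.054, adjusted p = 0.027) with at most 35 reads per library. Rps16-ps2, a processed pseudogene on chromosome 5 (129128077 to 129128517) that can share reads with the ribosomal protein gene it was copied from, had a log2 fold change of -0.41 (SE 0.052, adjusted p = 0.027). Slc38a7, an amino acid transporter gene on chromosome 8 (95835920 to 95853539), fell from 29.1 ± 0.4 to 22.9 ± 0.45 RPKM (SD, n = 3 each), with a log2 fold change of -0.33 (SE 0.034). Ttr, the transthyretin gene on chromosome 18 (20665280 to 20674321), fell from 124 ± 6.5 to 100 ± 1.1 RPKM (SD, n = 3 each). Apoa2, on chromosome 1 (171225054 to 171226379), had a log2 fold change of -0.24 (SE 0.036) with an adjusted p of 0.0498. In the fits that left out one library, between 0 and 3 genes were lower past the threshold.

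Among the higher genes the largest changes were those of Aloxe3 and of Alox8, the gene of another lipoxygenase on chromosome 11 (69183932 to 69197843). Alox8 rose from 0.0503 ± 0.017 to 9.59 ± 1.7 RPKM (SD, n = 3 each), a log2 fold change of 3.32 (SE 0.1, adjusted p = 1.34e-05), from 4 to 8 reads per β-gal library. Stretches of its transcript resemble that of Aloxe3, with as few as 4 mismatches in 50 bases. Next came Fga (0.98, SE 0.082), the ribosomal RNA gene n-R5s189 and Fgg (0.87, SE 0.077). Fga and Fgg encode fibrinogen chains on chromosome 3 (83026076 to 83033627 and 83007724 to 83015049), and all 3 genes had an adjusted p of 0.0078. The gene n-R5s189 on chromosome 4 (95062650 to 95062763) had 2 or 3 reads per β-gal library, at the floor of 3 reads or under it, and 6 or 7 per Aloxe3 library. Against a level of 3 reads its Aloxe3 mean was 2.41-fold higher, without allowing for counting error. Its adjusted p rests on these few reads, so the size of the rise is uncertain.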

**Figure 4:**
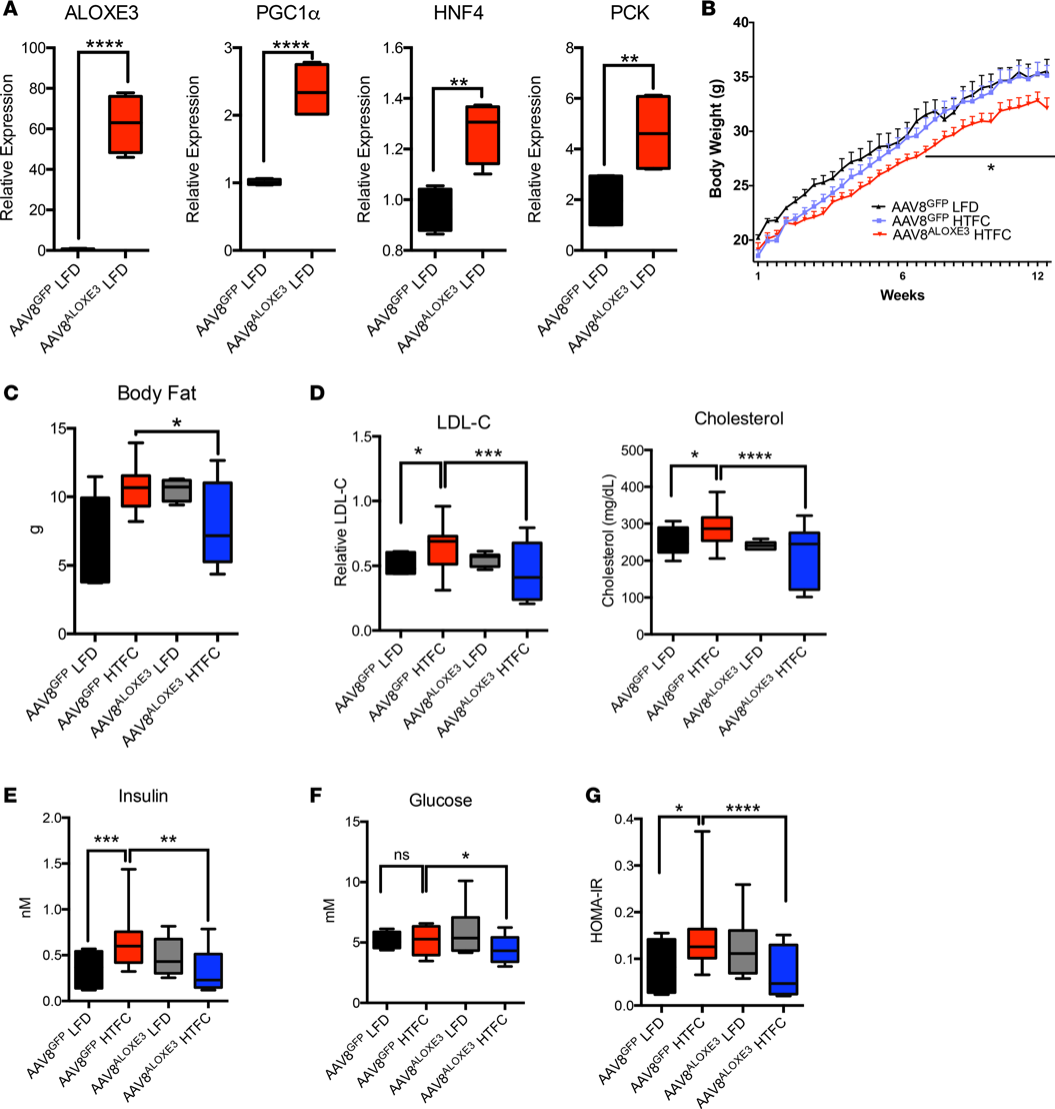
Enhanced whole-body metabolism in mice ALOXE3-overexpressing mice. (**A**) qPCR quantification of expression for oxidative and fasting-response genes in unperturbed mice expressing hepatocyte GFP or *Aloxe3*. (**B**) Body weight over time in low-fat or high–trans fat/cholesterol diet–fed mice expressing hepatocyte GFP or *Aloxe3*. (**C**) Body fat content in mice fed HTFC or LFD with or without hepatic *Aloxe3* overexpression. (**D**) LDL-C and total cholesterol in mice fed HTFC or LFD with or without hepatic *Aloxe3* overexpression. (**E–G**) Circulating insulin, glucose, and calculated HOMA-IR in LFD- and HTFC-fed mice overexpressing hepatocyte GFP or *Aloxe3*. Number of mice in each group is: 5, AAV8^GFP^ LFD; 10, AAV8^GFP^ HTFC; 5, AAV8^ALOXE3^ LFD; and 10, AAV8^ALOXE3^ HTFC. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by 2-tailed *t* test with Bonferroni-Dunn post hoc correction versus the bracketed comparison group as indicated.

**Figure 5:**
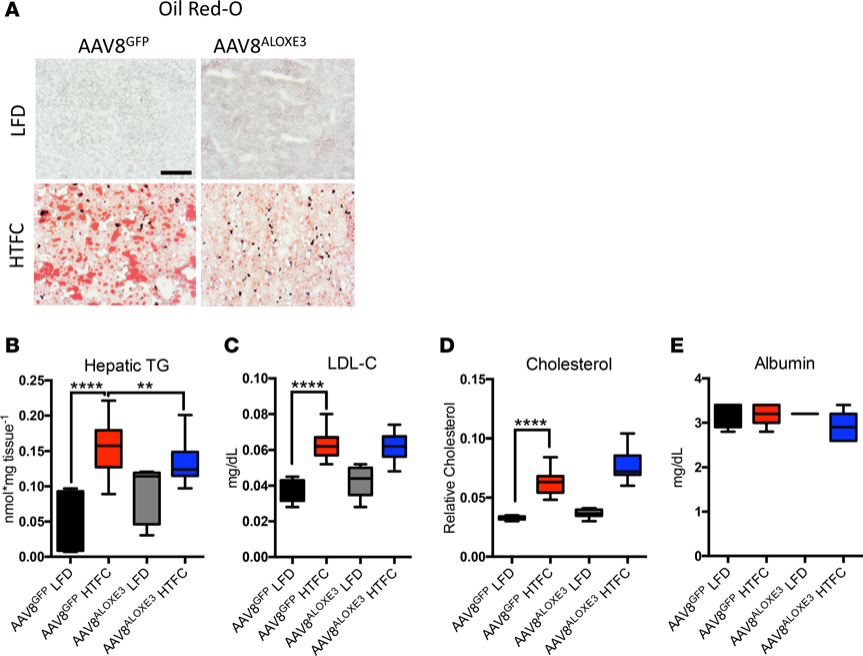
Reduced hepatic steatosis correlates with *Aloxe3*-induced fasting responses. (**A**) Oil Red O staining in livers from low-fat or high–trans fat/cholesterol–fed mice overexpressing *GFP* or *Aloxe3*. (**B–D**) Hepatic tissue quantification of triglycerides, LDL-C, total cholesterol in low-fat or high–trans fat/cholesterol–fed mice overexpressing empty vector or *Aloxe3*. (**E**) Serum albumin measurements in mice analyzed in **A–D** Number of mice in each group is: 5, AAV8^GFP^ LFD; 10, AAV8^GFP^ HTFC; 5, AAV8^ALOXE3^ LFD; and 10, AAV8^ALOXE3^ HTFC. Scale bar: 100 μm. **P < 0.01 and ****P < 0.0001 by 2-tailed *t* test with Bonferroni-Dunn post hoc correction versus untreated controls group or versus the bracketed comparison group where indicated.

**Figure 6:**
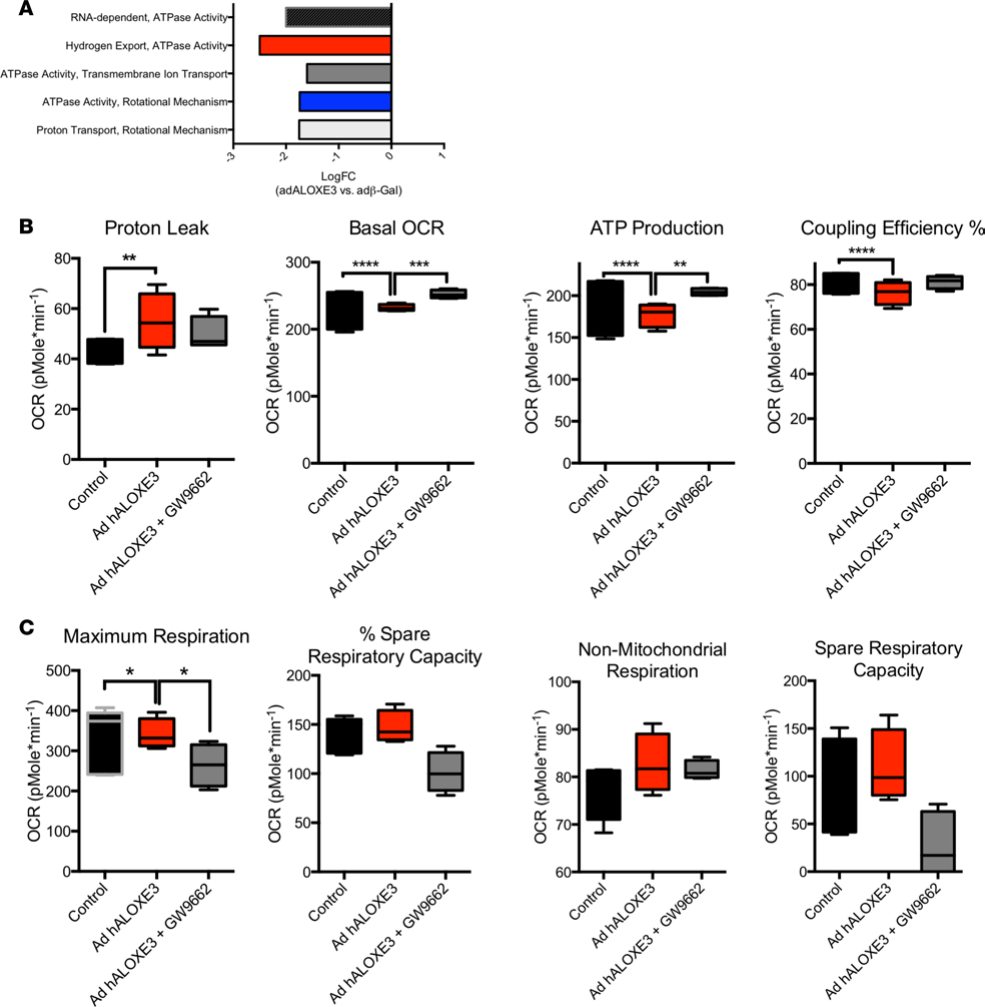
Hepatic PPARγ is required for *Aloxe3* to induce hepatic energetic inefficiency. (**A**) RNA-seq analysis of the top 5 downregulated molecular processes in hepatocytes overexpressing Aloxe3. Highlighted are ATPase-related and mitochondrial coupling processes. Graphed is logFC relative to cultures expressing β galactosidase. *n* = 3 from a single RNA sequencing run performed once. (**B** and **C**) Seahorse XF96 analysis of proton leak, basal OCR, ATP production, coupling efficiency, and nonmitochondrial oxygen consumption in AML12 cells overexpressing *Aloxe3* with or without GW9662 (PPARγ inhibitor) treatment. *n* = 8 independent cultures combined from 2 distinct experimental runs. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by 2-tailed *t* testing with Bonferroni-Dunn post hoc correction versus the bracketed comparison group as indicated.

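In the RNA-seq libraries behind the bars of ATPase processes, 0 single genes of the 7 ATPase and electron transport lists were past an adjusted p of 0.05, either over all genes or adjusted over the list alone. Unadjusted p under 0.05 was found for 10 of the 63 nuclear-encoded electron transport chain genes, all lower. It was found for 10 of the 37 rotary ATPase genes, 8 of them lower, and for 9 of the 62 tested RNA-dependent ATPases, the DEAD-box and related RNA helicases, 7 of them lower. The RNA-dependent ATPase list had a mean log2 fold change of -0.019 (adjusted p = 0.079 from camera in limma), with 38 genes lower and 24 higher. Its mean was -0.032 without Aloxe3 replicate 8 (adjusted p = 0.022) and -0.003 without Aloxe3 replicate 9 (adjusted p = 0.32), and its adjusted p ranged from 0.022 to 0.59 over the alternatives. Cyc1 on chromosome 15 (76343523 to 76346260) had 206 ± 8 RPKM (SD, n = 3) with Aloxe3 against 234 ± 8.8 RPKM (SD, n = 3) with β-gal, a log2 fold change of -0.19 (SE 0.045, adjusted p = 0.204 from limma). Atp6v0c on chromosome 17 (24163866 to 24169702) had a log2 fold change of -0.19 (SE 0.053), and Atp5a1 on chromosome 18 (77773729 to 77782869) of -0.14 (SE 0.045). Ndufb6 (-0.19, SE 0.052), Atp6v1f (-0.13, SE 0.04), Ddx49 (-0.19, SE 0.043) and Ddx31 (-0.14, SE 0.039) were lower as well, while Atpif1, which encodes an inhibitor of the ATP synthase, was higher (0.2, SE 0.066). In the mitochondrial genome, mt-Nd1 (2751 to 3707) had 3340 ± 120 RPKM with β-gal and 4010 ± 740 RPKM with Aloxe3 (SD, n = 3 each), and mt-Cytb (14145 to 15288) 2730 ± 97 and 3260 ± 550 RPKM. In both, Aloxe3 replicate 9 had the highest value, 4870 RPKM for mt-Nd1 and 3890 RPKM for mt-Cytb. The log2 fold changes were 0.25 for mt-Nd1 and 0.24 for mt-Cytb, and 0.1 and 0.11 without replicate 9.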

**Figure 7:**
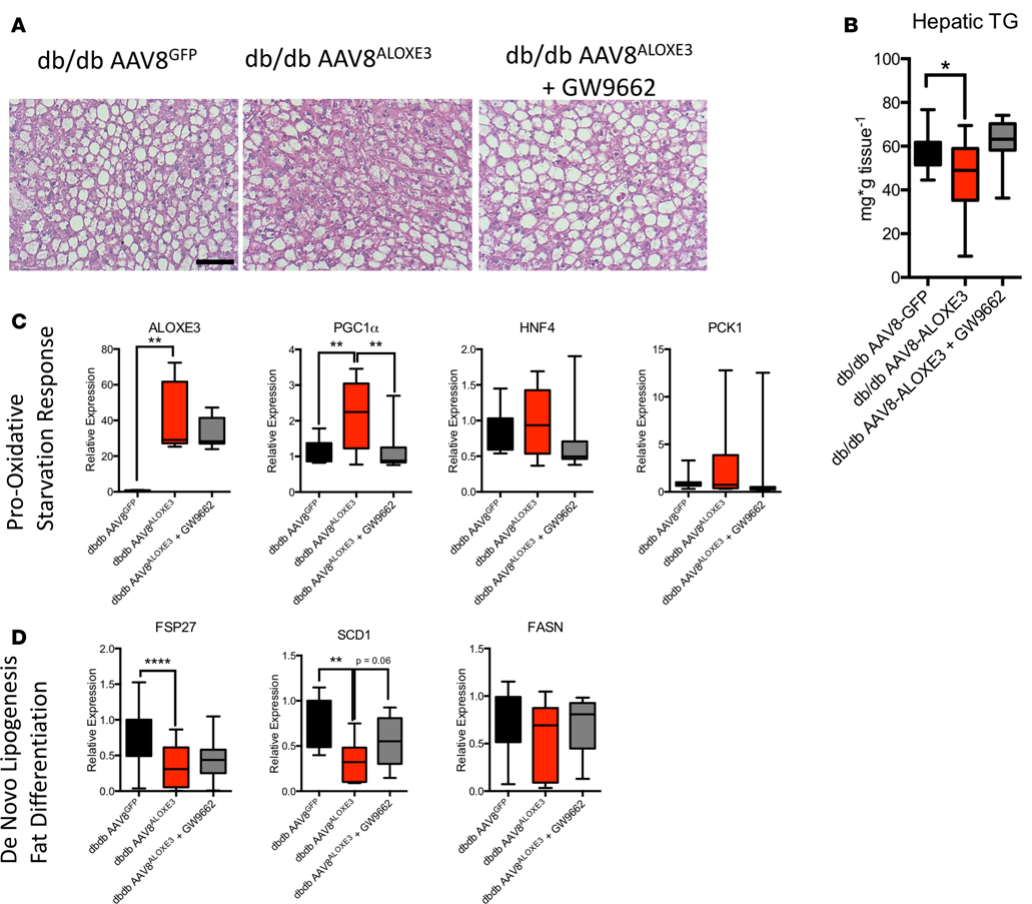
Reduced hepatic steatosis correlates with *Aloxe3*-induced fasting and reduction of de novo lipogenesis. (**A**) H&E staining in livers from low-fat or high–trans fat/cholesterol–fed mice overexpressing empty vector or *Aloxe3*. (**B**) Hepatic tissue triglyceride quantification in *db/db* mice overexpressing GFP or *Aloxe3* in the presence or absence of GW9662. (**C** and **D**) qPCR quantification of expression for oxidative and fasting-response genes (**C**) and de novo lipogenic genes (**D**) in *db/db* mice expressing GFP or *Aloxe3* with or without GW9662 administration. Number of mice in each group is: 10, *db/db* AAV8^GFP^; 10, *db/db* AAV8^ALOXE3^; 10, AAV8^ALOXE3^ + GW9662. Scale bar: 100 μm. **P < 0.01, or ****P < 0.0001 by 2-tailed *t* testing with Bonferroni-Dunn post hoc correction versus the bracketed comparison group as indicated.

**Figure 8:**
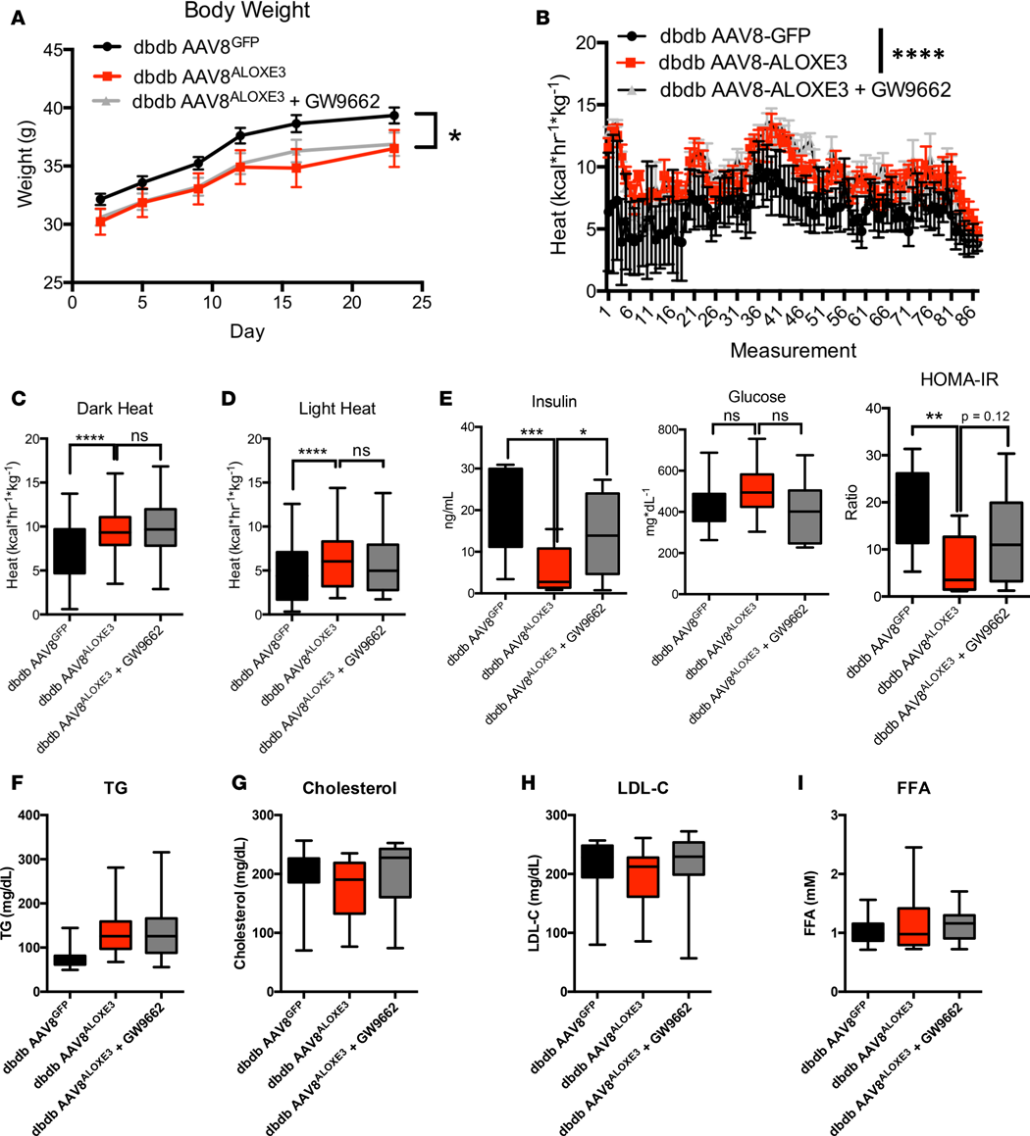
Enhanced whole-body energy metabolism in *db/db* diabetic mice overexpressing *Aloxe3*. (**A**) Body weight over time in *db/db* mice expressing empty vector or *Aloxe3* in the presence or absence of GW9662. (**B**) Heat generation over time in *db/db* mice expressing GFP or *Aloxe3*. (**C** and **D**) Indirect calorimetric quantification of light- and dark-cycle heat generation in *db/db* mice expressing *Aloxe3* or GFP treated with or without GW9662. (**E**) Fasting serum insulin determined by ELISA, serum glucose determined by colorimetric assay, and calculated HOMA-IR index based on glucose and insulin data. (**F–I**) Serum TG, cholesterol, LDL-C, and FFA content in *db/db* mice with or without hepatic *Aloxe3* overexpression and with or without GW9662 treatment. Number of mice in each group is: 10, *db/db* AAV8^GFP^; 10, *db/db* AAV8^ALOXE3^; 10, AAV8^ALOXE3^ + GW9662. *P < 0.05, **P < 0.01, ***P < 0.001, and < 0.0001 by 2-tailed *t* test with Bonferroni-Dunn post hoc correction versus bracketed comparison groups.

**Figure 9:**
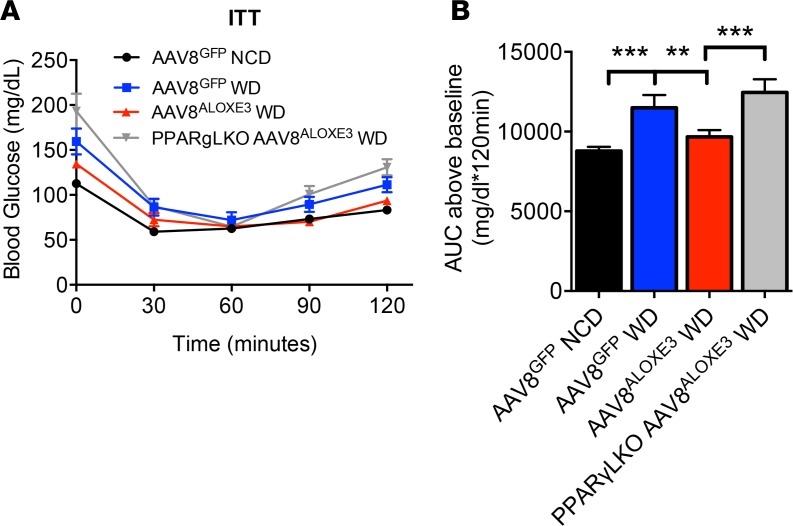
Insulin sensitization by *Aloxe3* requires hepatic PPARγ. (**A**) Insulin tolerance testing in WT or PPARγ-LKO mice expressing hepatic GFP or *Aloxe3* after chow or Western diet. (**B**) Quantification of total area under the glucose time curve. **P < 0.01 and ***P < 0.001 by 2-tailed *t* test with Bonferroni-Dunn post hoc correction between bracketed comparison groups as indicated. Number of mice in each group is: 4, AAV8^GFP^ Chow; 5, AAV8^GFP^ WD; 5, AAV8^ALOXE3^ WD; and 4, PPARγ-LKO AAV8^ALOXE3^ WD.

# Supplementary material for: Hepatocyte ALOXE3 is induced during adaptive fasting and enhances insulin sensitivity by activating hepatic PPARγ
**Source:** JCI Insight. 2018 Aug 23;3(16):e120794. doi: 10.1172/jci.insight.120794
**Supplement:** Supplemental data

Supplemental Figure 1

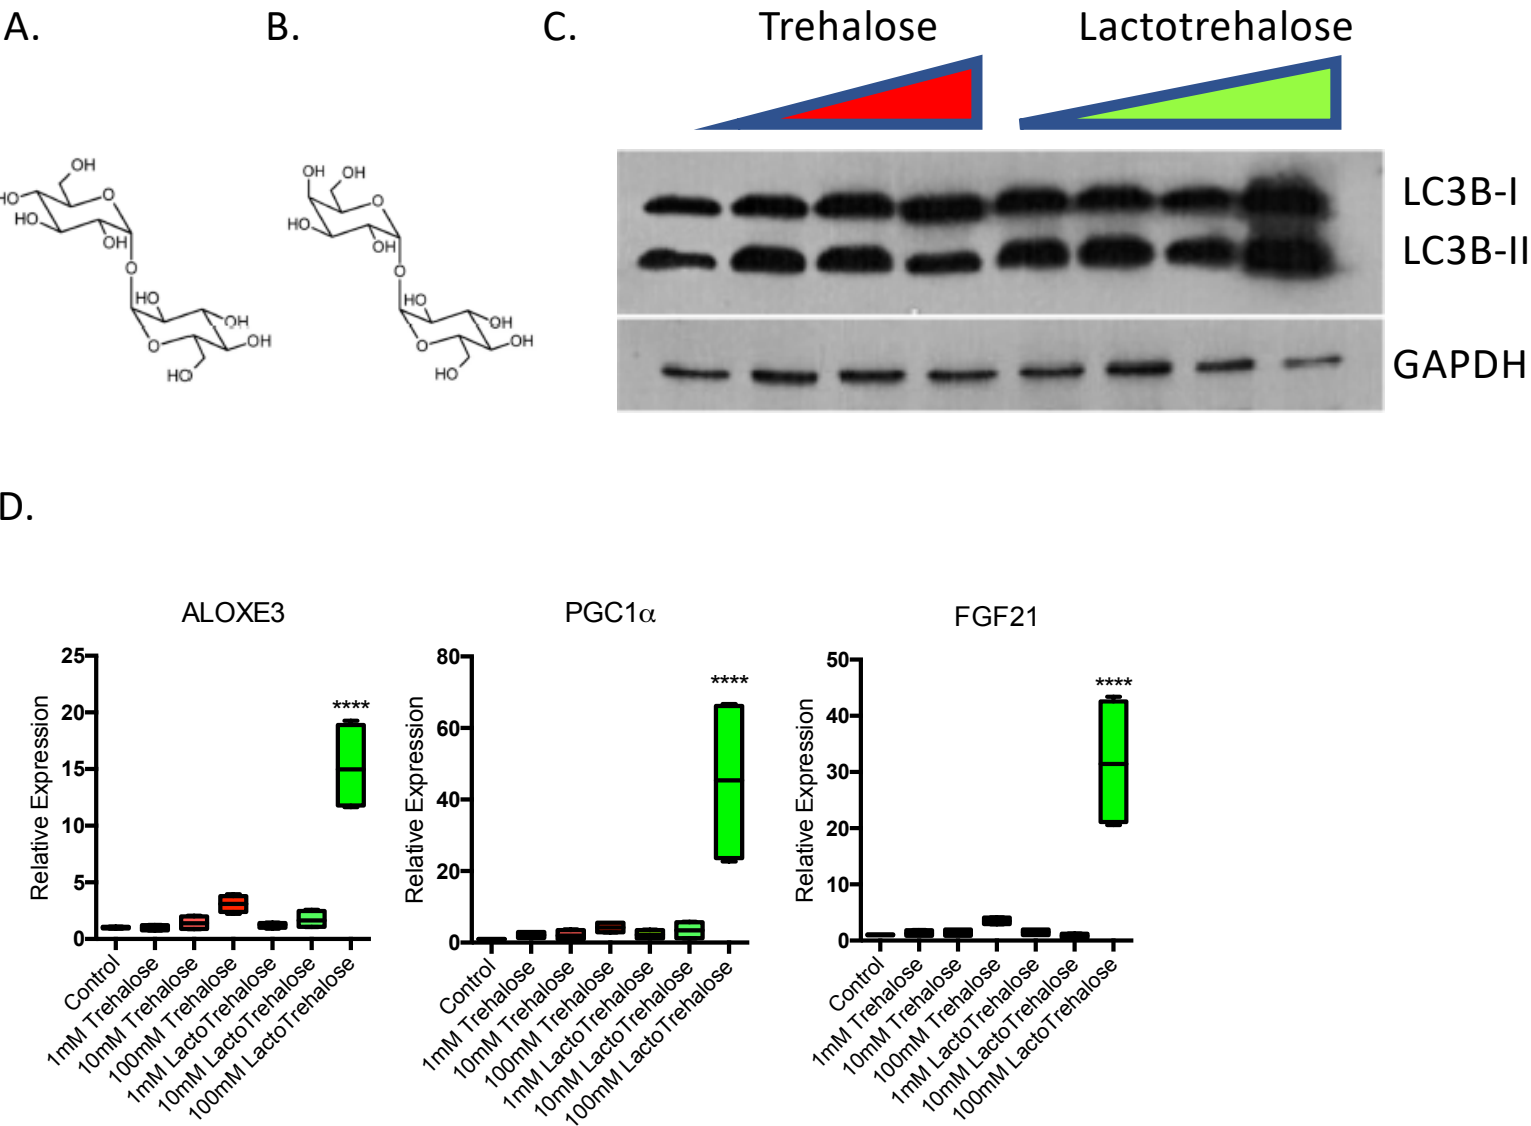

**Supplemental Figure 1.** Enhanced starvation-induced autophagy and canonical fasting responses by the trehalase-resistant analogue, lactotrehalose. **A.** Chemical structure of native trehalose. **B.** Chemical structure of lactotrehalose. **C.** LC3B immunoblot in lysates derived from isolated primary murine hepatocytes demonstrating LC3B-II accumulation in response to 0, 1mM, 10mM or 100mM trehalose or 0.1mM, 1mM, 10mM or 100mM lactotrehalose for 24h. **D.** Relative expression of *Alox<sub>e</sub>3* and canonical fasting-induced transcripts PGC1 $\alpha$ , FGF21 in isolated primary murine hepatocytes treated with increasing dosages of trehalose or lactotrehalose for 24h. n = 4 hepatocyte cultures per group run in 2 independent experiments. \*\*\*\*, P < 0.0001 vs. 100mM Trehalose control by 2-tailed T-Test.

## Supplemental Figure 2

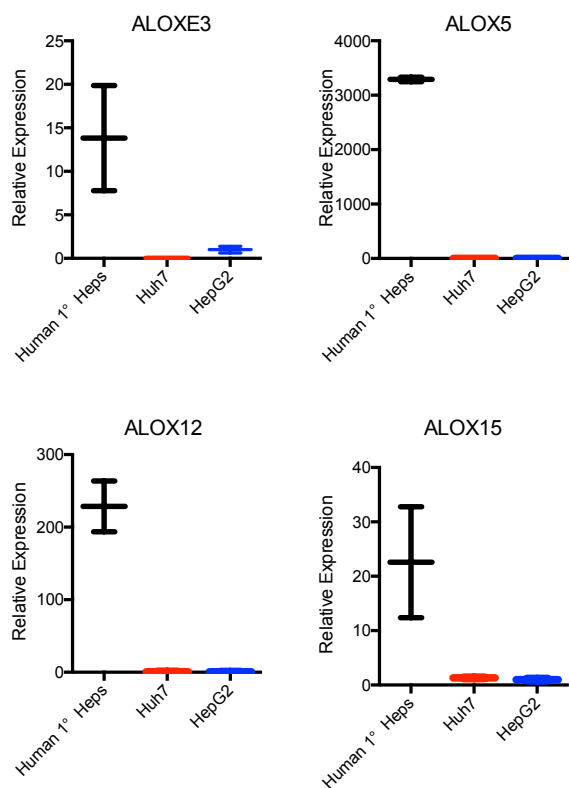

**Supplemental Figure 2.** Lipoxygenase expression in isolated human hepatocytes. Shown are qPCR data normalized internally to 36B4 expression, plotted as relative to HepG2 lipoxygenase expression, defined as the reference value. For primary human hepatocytes, n = 2. Huh7 and HepG2 n = 4.

### Supplemental Figure 3

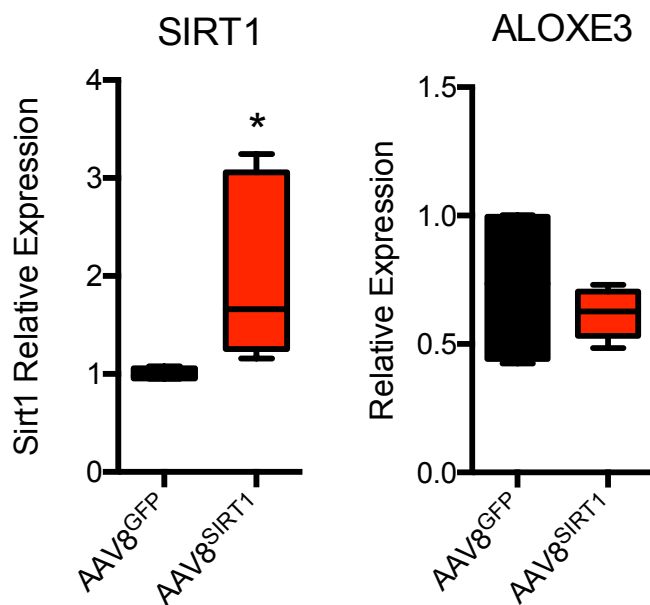

**Supplemental Figure 3.** Mild SIRT1 overexpression is insufficient to induce hepatic *Alox3* in vivo. Mice were injected via tail-vein with AAV8-TBG-SIRT1, sacrificed after 10 days, and hepatic mRNA expression of SIRT1 and ALOXE3 were quantified by qRT-PCR.  $n = 4$  AAV8<sup>GFP</sup>, and 6 AAV8<sup>SIRT1</sup>. \*,  $P < 0.05$ , by 2-tailed T-test versus GFP-expressing controls

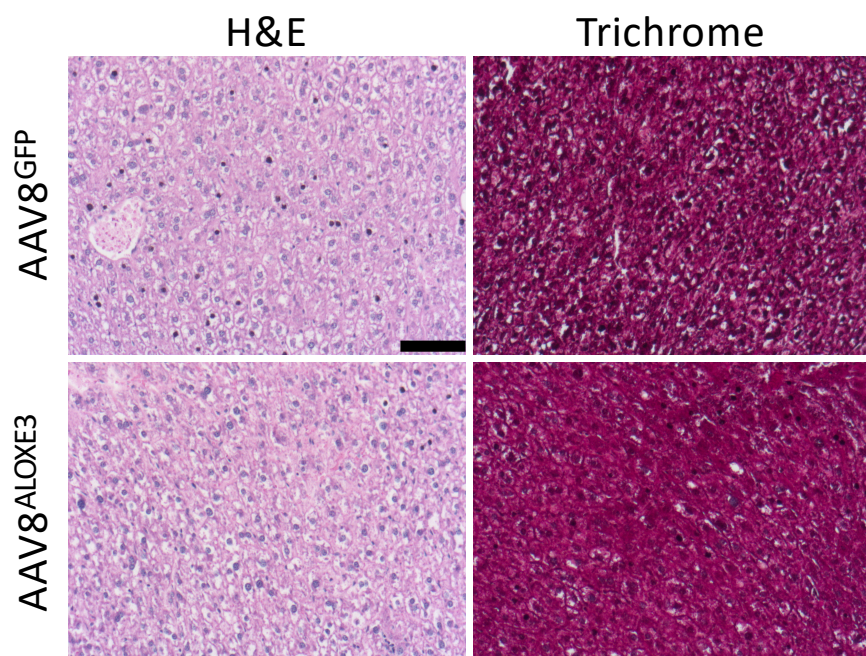

**Supplemental Figure 4.** No hepatic inflammation or fibrosis in mice overexpressing *A/oxe3* for 12 weeks. Shown are H&E- or Masson's Trichrome-stained liver sections from mice treated with AAV8 encoding empty vector or thyroid binding globulin promoter-driven *A/oxe3*. Scale Bar: 100μm. Data are representative sections analyzed from 5 mice in each treatment group.

# Supplementary material for: Hepatocyte ALOXE3 is induced during adaptive fasting and enhances insulin sensitivity by activating hepatic PPARγ
**Source:** JCI Insight. 2018 Aug 23;3(16):e120794. doi: 10.1172/jci.insight.120794
**Supplement:** Supplemental Table 1

| Target          | Forward Primer Sequence (5' – 3') | Reverse Primer Sequence (5' – 3') |
|-----------------|-----------------------------------|-----------------------------------|
| <i>Aloxe3</i>   | ATGGCAGTATATCGGCTGTGT             | GCTTCTGCTTAGGGCTTTCAC             |
| <i>Alox5</i>    | AGCATGAAAGCAAGGCGCATA             | GTACGCATCTACGCAGTTCTG             |
| <i>Alox12</i>   | TCCCTCAACCTAGTGCGTTTG             | GTTGCAGCTCCAGTTTCGC               |
| <i>Alox15</i>   | GGCTCCAACAACGAGGTCTAC             | AGGTATTCTGACACATCCACCTT           |
| <i>Fasn</i>     | GGAGGTGGTGATAGCCGGTAT             | TGGGTAATCCATAGAGCCCAG             |
| <i>Fsp27</i>    | GCCCCCATCAGAACAGCGCA              | GCCTTCACGTTCCAGGCAGCCA            |
| <i>Hnf4a</i>    | ATGCGACTCTCTAAAACCCTTG            | ACCTTCAGATGGGGACGTGT              |
| <i>Il1b</i>     | GCAACTGTTCTGAACTCAACT             | ATCTTTTGGGGTCCGTCAACT             |
| <i>Pck1</i>     | GATGGGCATATCTGTGCTGG              | CAGCCACCCTTCCTCCTTAG              |
| <i>Ppargc1a</i> | ACACCGCAATTCTCCCTTGT              | CGGCGCTCTTCAATTGCTTT              |
| <i>Ppara</i>    | TGGTTCCTGGTGCCGATTTA              | ACTAGCATCCCACTTAATTATGTATCT       |
| <i>Scd1</i>     | ACGCCGACCCTCACAATTC               | CAGTTTTCCGCCCTTCTCTTT             |
| <i>Sirt1</i>    | TGCTGGCCTAATAGACTTGCA             | GCACCGTGGAATATGTAACGA             |
| <i>Tnfa</i>     | CAGGCGGTGCCTATGTCTC               | CGATCACCCCGAAGTTCAGTAG            |

Supplemental Table 1. Primer sequences used for qRT-PCR

How the deposited data were processed for this re-analysis (not part of the article)

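RNA from primary murine hepatocytes was sequenced in 6 libraries, 3 from cells treated with adenovirus encoding β-gal (replicates 1, 2 and 3) and 3 from cells treated with adenovirus encoding Aloxe3 (replicates 7, 8 and 9), 24 h after 1000000 viral particles per 1000000 cells. The groups were taken from the sample labels and the study. As the libraries came from a single sequencing run, no batch was fitted.

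The authors aligned single reads of 50 bases to the mouse genome with STAR, counted uniquely aligned unambiguous reads per gene with featureCounts, and deposited RPKM values for 41388 Ensembl genes. The paper's text does not describe the step from counts to RPKM, and names no test per gene for these data beyond its general statistics section (unpaired tests with Bonferroni correction), which was not used here. The deposited RPKM values were used as they are, without further normalization. The whole-number steps of the values gave the library size in reads used for the scaling, within 0.011 of a whole number, from 25521908 to 32431318. The reads derived for the listed genes add up to 99.93% of it in each library. Of the genes, 16399 are listed at 0 in all libraries and 24989 above 0 in at least 1. Reads per gene were derived with the exon length of GENCODE M21 (GRCm38) for 16416 genes, and for the other 8573 with the smallest length that gives whole reads, so that the reads of the latter are known up to a common factor. Gene symbols and coordinates come from GENCODE M21; 40340 gene identifiers matched and 1048 did not. At this depth 1 read on a gene of 1 kb is worth 0.0308 to 0.0392 RPKM, and a level of 3 reads was taken as the floor under which no fold change is given. Counting error is only part of the spread between replicates, so SDs over libraries are given.

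Values were tested as log2(RPKM + 1) over the 12693 genes with a mean of at least 0.5 RPKM over all libraries, with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) and Benjamini-Hochberg adjustment at 0.05. As the samples are 3 against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1. Gene lists were written by hand before the data were examined, and stand in for the KEGG and gene ontology sets used with GAGE by the authors: TNF signaling, NF-kB signaling, chemokine signaling, cytokine-cytokine receptor interaction, MAPK signaling, F-type, V-type, rotary and ion-transporting ATPases, RNA-dependent ATPases, and the nuclear-encoded and mitochondrially encoded electron transport chain. They were tested with camera (inter-gene correlation 0.01, variance trend), adjusted over these 12 lists. A further 10 lists (PPARg target genes, fasting and oxidative genes, de novo lipogenesis genes, interferon-stimulated genes, cytosolic ribosomal proteins, cell cycle genes, and markers of Kupffer, endothelial, stellate and hepatocyte cells) were adjusted among themselves. The mouse Reactome pathways shipped with fgsea 1.28.0 were tested with camera as well, those with 10 to 500 tested genes, and the 10 lower ones with the smallest p were counted as inflammatory or mitochondrial by keywords in their names. One keyword also matched a pathway of cytokinesis, which was not among the 10. The keywords missed a pathway of proinflammatory cytokines, which was not among the 10 either.

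The genes named in the text follow a rule: Aloxe3, the genes the study names, the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those past the threshold with non-overlapping groups, and in each inflammatory or energy list the 2 genes with the smallest adjusted p. Other genes in the closing section were chosen after their values were seen.

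The alternatives set in advance were a pseudocount of 0.1, no filter on low values, a filter at a mean of 5 RPKM, rescaling to the same median, quantile normalization, each library left out in turn, eBayes without trend, stricter thresholds for genes, and for lists camera with an estimated correlation, fry, and a two-sample test over genes in the style of GAGE (each Aloxe3 library against each β-gal library, the list against a set of the same size from all genes, mean statistic). The p of the GAGE-style test was taken from its mean statistic over the library pairs. GAGE itself was not run, so that test does not show what GAGE would give. A correction of each library for transcript GC content, one for exon length (natural splines with 5 degrees of freedom), and voom in limma on the derived reads were added after seeing the data.

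The scripts were tested on simulated reads for the real genes, with a dispersion of 0.003, 12710 genes tested and 195 tested genes changed. Of the latter 144 were recovered, among them 94 of the 97 genes changed at least 2-fold and 15 of the 49 changed 1.25-fold, and 9 unchanged genes were called. Of 100 unchanged lists, 2 had p under 0.05 with camera, 8 with fry, 0 with the estimated correlation and 0 with the GAGE-style test. Simulated genes vary independently, so this does not test lists whose genes vary together. Versions of the other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.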

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

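The gene lists, the alternatives set in advance and the count of splits of the samples for genes changed were fixed beforehand. The other tests in this part were chosen after the results were seen. Groups of 3 libraries are too small to test for a deviating sample, so what follows are signals in genes that the paper does not discuss.

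Alox8, which encodes another lipoxygenase, had a log2 fold change of 3.32 and rose from 4 to 8 reads in the β-gal libraries to 787, 925 and 1086 reads in the Aloxe3 libraries, a 191-fold higher mean RPKM that rests on these few control reads. The adjusted p ranged from 3.3e-07 to 0.0019 over the alternatives. Reads of mouse Aloxe3 sequence assigned to Alox8 are argued against, since the closest 50-base window of the 3019-base Aloxe3 transcript has 4 mismatches to Alox8, so that such a read would match Aloxe3 better. Activity of the whole region around Aloxe3 is argued against as well: the 15 other tested genes within 200 kb had a median log2 fold change of 0.02, none past the threshold, and Alox12b, which lies between Aloxe3 and Alox8 (69156989 to 69169792), had 0 reads in every library. Reads of a human ALOXE3 transgene assigned to Alox8 stay open. The share of Alox8 reads per 100 Aloxe3 reads was 11.4, 10.39 and 11.4 in the Aloxe3 libraries, and equal shares are not excluded (chi-square p = 0.091, from reads and not replicates). In the β-gal libraries it was 1.19 to 1.87. Of the 2970 windows of the Aloxe3 transcript, 151 are within 10 mismatches of Alox8 and 94 of Alox12b, which took 0 reads. The human sequence was not used here, so a human transgene and induction of Alox8 by Aloxe3 cannot be told apart for this gene.

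Fga, which encodes a chain of fibrinogen, had a log2 fold change of 0.98, from 28.8 to 57.6 RPKM, with Fgb at 0.64 and Fgg at 0.87 (adjusted p 0.00507 for Fgb and 0.0078 for the others, all higher in 3 of 3 Aloxe3 libraries). Fgb and the genes that follow were chosen after their values were seen. Other genes of secreted liver proteins that respond to inflammation went apart: Hp (0.51), Lrg1 (0.58) and Crp (0.59) were higher past the threshold, while Saa1 (0.01), Saa2 (-0.1), Orm1 (0.08) and Itih4 (0.05) were not. A larger share of hepatocytes in the Aloxe3 cultures is argued against as the whole cause, since hepatocyte transcripts did not rise together. Of the 25 tested hepatocyte markers set in advance, 13 were lower and 12 higher (median log2 fold change -0.002). Alb stayed at -0.03, while Ttr (-0.3) and Apoa2 (-0.24) fell, but these last were picked as called lower genes. The mean of the markers, 0.083, goes the other way, with every Aloxe3 library above every β-gal library. Fga lost its call without a filter on low values (adjusted p = 0.089) and without Aloxe3 replicate 7 (adjusted p = 0.054), and its log2 fold change stayed between 0.9 and 1.05 over the alternatives. An effect of Aloxe3 stays open and was not tested further.

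The 29 tested cell cycle genes had a mean log2 fold change of 0.232 (adjusted p = 3.1e-15 from camera in limma), and all 29 were higher. Their mean relative to β-gal was 0.278, 0.138 and 0.279 in the Aloxe3 libraries, with an SD of 0.065 among the β-gal libraries. Ccne2 (0.76), Ccne1 (0.6) and Mcm6 (0.32), named after their values were seen, were past the threshold over all genes, and 16 of the 29 when adjusted over the list alone. The list was past the threshold in every fit with camera at the preset correlation and with the GAGE-style test (adjusted p = 0.00049). It was not with an estimated correlation (adjusted p = 0.55) or fry (adjusted p = 0.078). The other splits bear on chance: 1 of the 10 splits of the 6 libraries, the real one, gave a mean as large. The next largest mean was 0.189 in size, in the split of replicates 1, 7 and 9 against the others. With 10 splits a chance origin cannot be excluded. A GC content trend between libraries is argued against as the whole cause, since the mean was 0.218 after correction for it and stayed past the threshold. More non-parenchymal cells in the Aloxe3 cultures stay open and cannot be told apart from a change in hepatocytes for these genes. The mean of 6 stellate cell and fibroblast markers was -0.05, that of Kupffer cell markers -0.071 and that of endothelial markers -0.01, and in each list the libraries of the 2 groups overlapped. The stellate mean was -0.066 to -0.034 with one library left out and 0.005 with a filter at 5 RPKM, while the Kupffer mean was 0.001 without β-gal replicate 1. A difference in the amount of virus that the cells took up was not tested, and neither was an effect of Aloxe3 on the cell cycle.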

How the results depend on the processing

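Aloxe3 and Alox8 were higher past the threshold in every alternative that tested them, with log2 fold changes of 3.93 to 4.61 and 3.19 to 7.47. No inflammatory list was lower past the threshold in any alternative. No inflammatory pathway was among the 10 lower Reactome pathways with the smallest p in any that was run on that ranking. No paired analysis was possible because the 2 groups share no replicate numbers.

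The count of genes changed, 50 (45 higher, 5 lower), moved most. It was 7 (5 higher, 2 lower) with no filter on low values, where 24989 genes were tested, and 174 (148 higher, 26 lower) with voom on derived reads, which was chosen after seeing the data and kept 47 of the 50. It was 2 (2 higher, 0 lower) with at least a 2-fold change required and 8 (8 higher, 0 lower) at an adjusted p under 0.01. Lower genes alone numbered 3 with quantile normalization and 2 with eBayes without trend. Between 6 and 19 genes were changed (6 to 16 higher, 0 to 3 lower) across the 6 fits that each left out one library, with fewest without Aloxe3 replicate 7. These fits have fewer samples, which lowers the power. Of the genes named by the rule, 11 were past the threshold. This number was 3 with no filter, 13 with voom and 2 to 6 with one library left out, with 2 without Aloxe3 replicate 7.

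Inflammatory lists that were higher past the threshold, 0 as reported, numbered 1 with no filter, 1 with quantile normalization, 1 with fry, and 0 to 2 with one library left out, 2 of them without β-gal replicate 1.

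Of the ATPase and electron transport lists 4 were lower. This became 1 with quantile normalization, 0 with an estimated correlation, 0 with fry and 0 with the GAGE-style test, and 1 to 5 with one library left out, with 1 without Aloxe3 replicate 9. Of the cell type and other lists 3 were past the threshold (cell cycle genes, cytosolic ribosomal proteins, fasting and oxidative genes), against 0 with an estimated correlation, 0 with fry and 1 with the GAGE-style test. Mitochondrial pathways among the 10 lower Reactome pathways, 1 as reported, numbered 3 with no filter, 2 with the same median, 0 with quantile normalization, 2 with the GC correction, 0 with voom, and 0 to 3 with one library left out. Beyond the fewer samples or more genes tested, the cause of these changes was not tested.

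Some values near 0 changed sign, and some lists changed direction relative to other genes. With a filter at 5 RPKM the means of MAPK signaling, stellate cell markers and PPARg targets were -0.01, 0.005 and -0.035, against 0.012, -0.05 and 0.023 as reported. The PPARg target list, whose genes were lower than other genes by camera, was higher by it with the same median (mean log2 fold change 0.011), with the GC and length corrections (0.014 in both), and by fry and the GAGE-style test (0.023 in both), while MAPK signaling was lower than other genes by the GAGE-style test (0.012). With the same median, Scd1 was at -0.01, Mtor at -0.01 and Prkaa2 at 0.00, and Prkaa2 was at 0.00 with quantile normalization. With the GC correction Scd1 was at -0.01 and Prkaa2 at -0.04, and with the length correction Scd1 and Prkaa2 were at -0.01 and Mtor at -0.02. With one library left out the mean of endothelial markers ran from -0.041 to 0.034. Those of PPARg targets (0.009 to 0.047), MAPK signaling (0.009 to 0.016) and hepatocyte markers (0.075 to 0.089) stayed above 0. For these lists only the direction relative to other genes by camera changed between the fits. The log2 fold changes ran from -0.07 to 0.05 for Cidec, -0.06 to 0.03 for Fasn, -0.01 to 0.08 for Hnf4a, -0.05 to 0.04 for Scd1, -0.06 to 0.13 for Slc2a2, -0.01 to 0.03 for Prkaa2, -0.01 to 0.10 for Ppara, -0.01 to 0.03 for Mtor and -0.12 to 0.00 for Pparg.

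Among single genes and lists, other changes outside the fits that left out a library were 19 of genes (15 weaker, 4 stronger) and 39 of lists (30 weaker, 9 stronger). In the fits that left out a library they were 39 of genes, all weaker, and 14 of lists (6 weaker, 8 stronger). The depth limits genes with few reads. Pck1 had 6 to 11 reads per library and Fgf21 1 to 10; both lie below the filter on low values and were tested only without it.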

Differences from the paper's values

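The paper reports 5 inflammatory processes among the 10 most downregulated; here 0 of the 10 lower Reactome pathways with the smallest p were inflammatory, under every alternative set before the data were examined that was run on this ranking. The paper reports 6 of 10 that encompassed mitochondrial electron transport. Here the number was 1, and 0 to 3 under those alternatives, none of which closed the gap. Of the 16 tested mitochondrial pathways, 4 were lower past the threshold and 0 higher. The paper's sets were KEGG and gene ontology terms ranked with GAGE, and those used here were other sets with another test.

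Fig. 3A, read by eye, gives a -log P of about 2.3 for TNF signaling, about 1.4 for NF-κB, about 2.4 for chemokine signaling, about 2.2 for cytokine receptor signaling and about 1.4 for MAPK signaling, with the base of the log not stated. Here the -log10 of a one-sided p for a lower list was 0.01, 0.15, 0.11, 0.02 and 0.2, in the same order. None of the alternatives set before the data were examined closed any of these gaps. With the GAGE-style test the values were 0.06, 0.25, 0.19, 0.07 and 0.33. That test is not GAGE itself, so these values do not show what GAGE would give.

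Fig. 6A, read by eye, gives a log fold change of about -2.0 for RNA-dependent ATPase activity, about -1.6 for ATPase-coupled transmembrane ion transport and about -1.7 for the rotational ATPase terms. Here the mean log2 fold changes of the lists were -0.019, -0.028 and -0.038. On the scale of a GAGE-style test statistic, which is not a fold change, they were -1.2, -1.27 and -1.32, and on that scale the last 2 were within the spread between the Aloxe3 libraries (SD 0.79 and 0.75) of the values in Fig. 6A, while the first was not (SD 0.63). None of the other alternatives set before the data were examined closed these gaps.

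The paper shows the 5 inflammatory pathways as downregulated. Here the mean log2 fold changes of the corresponding lists were 0.042 (TNF), 0.018 (NF-kB), 0.022 (chemokine), 0.038 (cytokine receptor) and 0.012 (MAPK), all above 0; under the alternatives the only list mean below 0 was that of MAPK signaling, at -0.01 with a filter at 5 RPKM. In the Reactome ranking, 2 pathways of NF-kB signaling were lower past the threshold (mean log2 fold changes -0.039 and -0.031), at ranks 30 and 46 among lower pathways. Other pathways named for NF-kB were not past the threshold, and pathways named for degradation by the proteasome were lower to a similar extent.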

Other observations

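The gene lists, the alternatives set in advance and the genes the study names were fixed beforehand. So were the counts of splits for genes changed and for the inflammatory and energy lists. The other tests in this part were chosen after the results were seen.

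With 3 libraries against 3 there are 10 splits of the 6 libraries, so no share of splits can fall under 0.1. For genes changed, 1 of the 10 splits, the real one, gave as many as 50; the next highest gave 2. For Reactome pathways past the threshold it was also 1 of the 10, with 143 in the real split and 128 in the split of replicates 1, 2 and 8 against 3, 7 and 9. For energy lists moving one way, 3 of the 10 splits gave at least 4. For inflammatory lists past the threshold in one direction, where the real split gave 0, all 10 of the 10 splits gave as many.

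The fall of the nuclear-encoded electron transport chain list and of the rotary ATPase list was weighed separately. For the electron transport chain the size of the mean was 0.058 in the real split, 0.057 in the split of replicates 1, 2 and 8 against 3, 7 and 9, and 0.046 in the split of replicates 1, 2 and 7 against 3, 8 and 9, so a grouping of the libraries that mixes both conditions gave nearly as large a difference. A GC content trend between libraries was present (Spearman correlation of the log2 fold change with transcript GC content across genes -0.18, genes not being independent replicates). It is argued against as the whole cause, since after correction the means were -0.068 and -0.05 and both stayed past the threshold of camera. A general trend of abundant and short transcripts is argued against for the electron transport chain, whose mean lay at percentile 0.34 of 10000 random lists matched on mean expression and exon length, whose median was -0.022. For the rotary ATPases the percentile was 5.72, and such a trend and a change of these genes cannot be told apart, as the list lies near the edge of the matched lists. Whether the fall comes from Aloxe3 replicate 9 alone cannot be told for the electron transport chain. Its mean was -0.034 without that library, past the threshold of camera at the preset correlation. Aloxe3 replicates 7 and 8 lay at -0.043 and -0.026, but β-gal replicate 3, at -0.024, was close to the latter. For the rotary ATPases such an origin goes with the mean of -0.01 without Aloxe3 replicate 9, inside the SD of 0.017 between the β-gal libraries. Aloxe3 replicate 9 also lay furthest out on the first principal component (13.67, against 2.9 and 4.08 for the other Aloxe3 libraries), which held 33.8% of the variance. An effect of Aloxe3 on these genes stays open. The 77 cytosolic ribosomal protein genes fell to a similar extent, with a mean of -0.048 (adjusted p = 0.001 from camera, percentile 0.39 of matched lists), so the fall was not confined to mitochondrial genes. It was -0.03 without β-gal replicate 2, and not past the threshold with an estimated correlation, fry or the GAGE-style test.

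Aloxe3 ranked at 1109 of 12693 tested genes by mean RPKM in the Aloxe3 libraries, with 8.7% of the genes above it. A human transgene sequence missed in part by the mouse gene model is a candidate explanation for a level that is not among the highest, but no level was fixed in advance for a transgene, and the human sequence was not used here, so it cannot be told apart from a moderate level of expression.

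The paper names several genes in connection with other samples than these. In the libraries used here the log2 fold change was 0.13 for Il1b (adjusted p = 0.429 from limma) and 0.15 for Tnf (adjusted p = 0.572). It was 0.13 for Ppargc1a, 0.03 for Hnf4a, 0.06 for Ppara, -0.06 for Pparg, 0.13 for Ucp2, 0.15 for Sirt1, -0.02 for Cidec, 0.00 for Scd1 and -0.02 for Fasn, none past the threshold. With one library left out it ran from 0.07 to 0.24 for Tnf and from 0.06 to 0.21 for Ucp2, never past the threshold. Rplp0, which encodes 36B4, the reference gene of the paper's qPCR, had 262 ± 19 RPKM with Aloxe3 and 294 ± 12 RPKM with β-gal (SD, n = 3 each), a log2 fold change of -0.16 (adjusted p = 0.324) with groups that did not overlap.

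Of the lists of other genes, the mean log2 fold change was 0.118 for 11 fasting and oxidative genes (adjusted p = 0.015 from camera in limma, 0.0014 to 0.67 over the alternatives). The mean was 0.033 with a filter at 5 RPKM, 0.094 without β-gal replicate 1 and 0.097 without Aloxe3 replicate 7, and was not past the threshold in any of these. The 21 tested PPARg target genes had a mean of 0.023 (adjusted p = 0.88). The mean was 0.059 for de novo lipogenesis genes (adjusted p = 0.4) and 0.024 for interferon-stimulated genes (adjusted p = 0.4). The interferon mean was 0.01 without Aloxe3 replicate 8 and 0.044 without Aloxe3 replicate 9, past the threshold in neither. For hepatocyte markers the mean was 0.083 (adjusted p = 0.85 from camera, 0.051 with fry), with every Aloxe3 library above every β-gal library. For Kupffer cell markers it was -0.071 (adjusted p = 0.073), with 0.001 without β-gal replicate 1 and -0.123 without β-gal replicate 3. The Kupffer list was lower past the threshold in 4 of the 6 fits that left out a library, with quantile normalization and with voom. Its adjusted p ranged from 0.0028 to 0.73. The mean was -0.01 for endothelial markers (adjusted p = 0.73) and -0.05 for stellate cell markers (adjusted p = 0.31).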
